# Regulation of DNA (de)Methylation Positively Impacts Seed Germination during Seed Development under Heat Stress

**DOI:** 10.3390/genes12030457

**Published:** 2021-03-23

**Authors:** Jaiana Malabarba, David Windels, Wenjia Xu, Jerome Verdier

**Keywords:** heat stress, seed, DNA methylation, seed development, seed germination

## Abstract

Seed development needs the coordination of multiple molecular mechanisms to promote correct tissue development, seed filling, and the acquisition of germination capacity, desiccation tolerance, longevity, and dormancy. Heat stress can negatively impact these processes and upon the increase of global mean temperatures, global food security is threatened. Here, we explored the impact of heat stress on seed physiology, morphology, gene expression, and methylation on three stages of seed development. Notably, Arabidopsis Col-0 plants under heat stress presented a decrease in germination capacity as well as a decrease in longevity. We observed that upon mild stress, gene expression and DNA methylation were moderately affected. Nevertheless, upon severe heat stress during seed development, gene expression was intensively modified, promoting heat stress response mechanisms including the activation of the ABA pathway. By analyzing candidate epigenetic markers using the mutants’ physiological assays, we observed that the lack of DNA demethylation by the *ROS1* gene impaired seed germination by affecting germination-related gene expression. On the other hand, we also observed that upon severe stress, a large proportion of differentially methylated regions (DMRs) were located in the promoters and gene sequences of germination-related genes. To conclude, our results indicate that DNA (de)methylation could be a key regulatory process to ensure proper seed germination of seeds produced under heat stress.

## 1. Introduction

The accumulative anthropomorphic greenhouse gas emissions causing climate change have a diverse and mainly negative impact on life on Earth. The mean temperatures are increasing worldwide (0.35 °C from 1979–2003) and the range in diurnal temperature is higher, since the minimum temperature increases much faster than the maximum temperature rate (1.13 °C from 1979–2003) [1,2,3]. The effect of global warming induced-heat stress on plants is strong and diverse. It can promote an advance in flowering time [4,5,6,7], modifications in plant architecture [8,9,10], decrease in grain yield [11], decreased in seed dormancy [12,13], and the shift of plant establishment in higher altitudes [14], as a decrease in crop production such as maize and wheat [15]. All of those effects pose a great threat to agricultural safety and ecological diversity. Concerning plant life cycle transitions, both the timing of germination and reproduction are determined by temperature [16,17]. Therefore, the control of important seed traits has the potential to be seriously impacted by climate change [18]. Studies have shown that heat stress can impact seed development and reduce seed size [19,20]. Along with physiological observations, the plants’ molecular responses to heat stress has been extensively studied in the past decades. Heat stress factors (HSF) and heat shock proteins (HSP), calcium channels, phytohormones, chaperones, and other secondary metabolites have an important role in heat stress responses [21,22]. Moreover, transcriptional reprogramming enables plants to cope with heat stress. This reprogramming upregulates specific proteins such as kinases and transcription factors along with direct stress protection genes such as detoxifying enzymes and osmoprotectants. In contrast, growth-related genes are generally repressed [23]. Gene transcription is connected to its epigenetic state. Therefore, gene expression regulation is based on chromatin modifications (e.g., histone acetylation, methylation, phosphorylation, and ubiquitylation) and DNA modifications (e.g., cytosine methylation) [24,25]. These modifications can be triggered by developmental or environmental factors and as a consequence, they modulate chromatin architecture without changing the genomic sequences, but only the accessibility of the transcriptional machinery to specific genome regions [26,27].

However, the understanding of epigenetic regulation of heat stress response is still dawning. DNA methylation is the addition of a methyl group to a DNA cytosine base, forming a 5-methylcytosine (5mC). This process occurs in three sequence contexts in plants: the symmetric CG and CHG contexts and the asymmetric CHH context, where H stands for A, T, or C. DNA methylation can be divided into (i) de novo methylation, (ii) maintenance of methylation, and (iii) demethylation processes, in which different proteins are involved. In plants, de novo methylation is catalyzed by DOMAINS REARRANGED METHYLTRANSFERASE 2 (DRM2), which is regulated by the RNA-directed DNA methylation (RdDM) pathway [28]. In the RdDM pathway, the RNA polymerase IV (Pol IV) transcribes single-stranded RNA (ssRNAs) that are later synthesized into double-stranded RNA intermediates (dsRNAs) by RNA-DEPENDENT RNA POLYMERASE 2 (RDR2). These dsRNAs are precursors for RNase III-class DICER-LIKE 3 (DCL3) to process into 24-nt interfering RNAs (siRNAs) that will be incorporated into ARGONAUTE 4 (AGO4) to be base-paired with Pol V transcripts, resulting in the recruitment of DRM2 and DNA base methylation [28]. Maintenance of DNA methylation is dependent on the sequence context as CG methylation is maintained by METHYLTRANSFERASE 1 (MET1) and DECREASE IN DNA METHYLATION 1 (DDM1), while CHG is maintained by CHROMOMETHYLASE 3 (CMT3), and CHH by DRM2 [29]. On the other hand, plant DNA demethylation is regulated by four bifunctional 5-methylcytosine glycosylases REPRESSOR OF SILENCING 1 (ROS1), DEMETER (DME), DME-like 2 (DML2), and DML3, which remove the 5-methylcytosine from DNA through the base excision repair pathway [30]. In *ros1* mutants, all DNA methylation contexts were hypermethylated, suggesting that ROS1 demethylates all DNA methylation contexts [31]. DNA methylation regulates gene expression, normally by inhibiting the transcription of genes and also maintains genome stability against transposable elements [29,32]. Heat stress can affect DNA methylation as was demonstrated in *Arabidopsis thaliana* leaves with the increase of global methylation and homologous recombination frequency [33]. The methylation processes protein, DRM2, NUCLEAR RNA POLYMERASE D1(NRPD1), and NRPE1 were also shown to be upregulated upon heat stress and could contribute to an increase in DNA methylation as a heat stress response [34]. The RNA-dependent DNA methylation pathway (RdDM) is partially responsible for the transcriptional response to temperature stress [23]. Nevertheless, heat stress-induced global DNA methylation changes appear to be species and tissue-dependent. Global DNA methylation was found increased in *Quercus suber* under heat stress [35] and in *Brassica napus* [36], but decreased in *Gossypium hirsutum* [37] and *Oryza sativa* [20]. Furthermore, investigating heat stress impact on transgenerational memory showed phenotypic changes over generations [33,38,39,40]. Heat stress ancestral exposure over two consecutive generations increased fitness in the F3 heat-treated Arabidopsis plants [41]. This epigenetic inheritance could promote genomic flexibility and adaptive advantages for plant fitness under heat stress conditions [42].

Thus far, the majority of heat stress studies have focused on vegetative tissues with short-term heat stress events. Given the importance of seeds for agriculture, we aimed to evaluate the impact of different heat stress intensities during the whole seed development in *A. thaliana* as mimicking global warming conditions. In our study, we evaluated the impact of mild and severe heat stress on embryo growth and morphology; seed germination and longevity; gene expression and DNA methylation.

## 2. Material and Methods

### Biological Material and Heat Treatment

*A. thaliana* wild-types Columbia-0 (Col-0) and Wassilewskija (WS) and homozygous insertional mutants (T-DNA) *cmt3* (in WS background) [43] and *ros1-4* (SALK_135293 in Col-0 background) [44] were used in this work. Plants were grown in square pots of 6 × 6 × 6 cm filled to the top with Tray substrate (Klasmann-Deilmann, Bourgoin Jallieu, France). Plants were kept at long-day conditions in a growth chamber with controlled humidity (60–70%) and an average temperature of 23 °C (24 °C/22 °C day/night) with a 16 h-light/8 h-dark photoperiod with a light intensity of 150 mmol m^2^s^−1^. Plants received watering three days per week on the base of their pots, for capillarity absorption by the substrate.

For heat stress treatment during seed development, as soon as the first flower buds appeared on the base of the leaf rosette, plants were transferred to growth chambers with the same light, photoperiod, humidity, and watering conditions, but with different temperature ranges: 21 °C (22 °C/20 °C day/night), 25 °C (26 °C/24 °C day/night) or 27 °C (28 °C/26 °C day/night), or 29 °C (30 °C/28 °C day/night). A parallel set of control plants were continually grown in the 23 °C growth.

A resumed view of this study experiments, conditions and sampling time-points is available in Supplementary Figure S1.

## 3. Physiological and Phenotypic Characterizations

For water content analysis, seeds were sampled at 4, 6, 8, 10, 12, and 14 DAF (days after fertilization), which represent the embryo stages of globular (4 DAF), heart (6 DAF), bent (8 DAF) and green mature (14 DAF) on standard growth conditions. Three replicates of 50 seeds were used for the determination of fresh weight and dry weight after two days of drying at 96 °C.

For the following experiments, fully matured seeds from all genotypes were equilibrated at 44% of relative humidity (RH) using a saturated solution of K_2_CO_3_ at 20 °C for three days, and then used for the physiological analysis. Col-0 plants at 29 °C heat stress treatment produced insufficient seed number for all the experiments to be performed.

Protein content was characterized using a CHNS elemental analyzer, which measured the percentage (*w*/*w*) of nitrogen using flash combustion of the sample based on the “Dumas” method. Mature seeds were ground in liquid nitrogen and dried in an oven at 90 °C for 48 h. Then, triplicates of approximately 5 mg of powder were analyzed using an Elementar Vario Micro cube analyzer (Germany). Protein content was estimated from the nitrogen content using the Jones Factor [45], which is used to convert the nitrogen concentration into total protein content.

For the germination assay, dormancy was released by incubating seeds at cold for 48 h. The germination capacity was then accessed by germinating triplicates of 100 dried seeds on Whatman paper No. 1 imbibed with 1 mL of autoclaved water in 3 cm diameter Petri dishes at 20 °C under a 16 h/8 h photoperiod for eight days. Germination was scored every two days as seeds exhibited a protruded radicle.

Seed longevity was evaluated by using accelerated (or artificial) aging. Seeds were incubated in high humidity chambers (75% of RH from a saturated solution of NaCl) at 35 °C in the dark. At various intervals of aging, 100 seeds were retrieved and imbibed with 1 mL of autoclaved water for germination assay to calculate the survival percentage of aged seed lots. Then, we modeled the seed longevity curve, characterized by the loss of seed viability along different aging time. A longevity indicator was assessed as the aging-time required for the seed batch to lose 50% of germination and called P50. Two-way ANOVA, followed by Tukey’s multiple comparison test, was used to determine the statistical significance of different time-points and/or genotypes. The exact statistical analysis parameters used are described in each related figure legend. Graphical creations and statistical analyses were performed using Prism 8.0.1 (GraphPad).

## 4. Morpho-Anatomical Measurements

For evaluation of embryo development at different temperatures, Col-0 seeds were collected at different embryo stages: globular, transition, heart, torpedo, walking stick, and mature. Seeds were cleared using the pseudo-Schiff propidium iodide staining as detailed [46].

Mature and dried seeds were used to measure seed width and length. SEM (scanning electron microscopy) pictures of seeds were acquired with the Phenom Pro Desktop SEM (Phenom-World) and all the samples were directly imaged, without sample preparation or modification. For all measurements, mature dried seeds were obtained from four plants per replicate, and three replicates from three independent experiments were used for these measurements. Two-way ANOVA followed by Tukey’s multiple comparison test was used to determine the statistical significance of different time-points and/or genotypes. The exact statistical analysis parameters used are described in each related figure legend. Graphical creations and statistical analysis were performed using Prism 8.0.1 (GraphPad).

For evaluation of embryo survival, mature and dried seeds were incubated using a 1% solution of 2, 3, 5 triphenyl tetrazolium chloride (Tetrazolium Red- TTZ- Merck, Kenilworth, NJ, USA) in a 50 mM phosphate buffer (pH 7.0) for 24 h at 30 °C as previously described [19]. *ros1-4* mutant seeds were separated between normal-shaped and wrinkled-shaped seeds. After 24 h, seeds were crushed between two glass laminas for embryo release to get in contact with the TTZ solution. Samples were then incubated at 25 °C for two hours before macroscopic observation and imagery under a stereomicroscope Olympus SZX16.

## 5. Total RNA Isolation and Transcriptomic Sequencing

Col-0 seeds were collected at embryo stages: heart, bent and mature, and developed at 23 °C, 25 °C, and 27 °C temperatures. *ros1-4* and Col-0 seeds grown at 23 °C were sampled at the mature stage (dried seeds) and germination stages II and IV, which was achieved after drying the seeds for three days, then dried seeds were imbibed with water and incubated at 20 °C light for germination [47]. All samples were ground with micro-pistons and liquid nitrogen. Seed powders at germination stages II and IV were incubated in NucleoSpin^®^ RNA Plant and Fungi Kit lysis buffer with 1% of polyvinylpyrrolidone (PVP-40), followed by incubation at room temperature for 10 min and centrifugation at 8000× *g* for 5 min before transferring the supernatant to extract RNA, as described previously [48]. Total RNA was extracted from 100 harvested dried seeds in three biological replicates using the NucleoSpin^®^ RNA Plant and Fungi Kit (Macherey-Nagel, Düren, Germany), according to the manufacturer instructions. RNA quantity and quality were measured using a NanoDrop ND-1000 (NanoDrop Technologies, Wilmington, DE, USA). cDNA library preparation and single-end sequencing (SE50, 20 M) were outsourced to the Beijing Genomics Institute (BGI, https://www.bgi.com, accessed on 4 July 2020) using the DNBseq sequencing technology. After quality control, high-quality reads were mapped on Arabidopsis reference transcriptome version 11 (Araport11) using quasi-mapping alignment and quantification methods of Salmon algorithm v.1.2 [49]. For gene expression analysis, raw RNA-Seq data were first normalized as transcripts per kilobase million (TPM). Transcripts with an average above 0 TPM in at least one developmental stage/tissue and with a coefficient of variation of log2 TPM > 0.05 among all developmental stages were retained for further analysis, resulting in 27,587 genes. Differentially expressed genes (DEGs) were determined using DESeq2 package (v1.22.2) [50], in which genes with log2 FC >0 or <0 and p-adjusted value of <0.05 for multiple testing with the Benjamini–Hochberg procedure, which controls false discovery rate (FDR), were considered as differentially expressed. Gene annotation and GO terms were assigned according to the Araport11 annotation version of the Arabidopsis genome. Over representation analysis (ORA) using GO enrichment terms was performed using the Clusterprofiler [51] package in RStudio (version 1.3.1073) by applying an adjusted *p*-value cut-off of <0.5 obtained from the Bonferroni procedure.

Data mining for transcriptomics of Col-0 seeds from fresh seeds to seed imbibition for 48 h was obtained from the Gene Expression Omnibus (GEO, GSE94459) as a publicly available dataset [52]. Raw data were mapped/quantified using Salmon with the same parameters described above. ImpulseDE2 algorithm [53], available in R, was used to unravel differentially expressed genes along the germination phase using the ‘case-only’ differential expression analysis and an adjusted *p*-value cutoff of 1%.

## 6. DNA Isolation and Whole-Genome Bisulfite Sequencing

Col-0 seeds were collected at embryo stages bent and mature, and developed at 23 °C, 25 °C, and 27 °C average temperature. Two biological replicates were used for each stage and condition. Genomic DNA was extracted from the samples using the NucleoSpin^®^ DNA Food Kit (Macherey-Nagel, Düren, Germany), according to the manufacturer’s instructions, then quantified using a NanoDrop ND-1000 (NanoDrop Technologies, Wilmington, DE, USA). DNA samples were sent to the BGI and library construction; bisulfite treatment using a ZYMO EZ DNA Methylation-Gold kit and paired-end sequencing using an Illumina Hiseq 2500 (PE100 20M) were outsourced to this company. Sequencing quality was verified by FastQC and clean reads were subsequently mapped to the *A. thaliana* reference genome index sequence version 10 (TAIR10) using Methylpy software [54]. Chloroplast genomic sequence from *A. thaliana* was used as an unmethylated control. After mapping, deduplication of sequences was performed and cytosine methylation sites were determined and quantified using Methylpy. Each context of methylation was considered independently: CG, CHG, or CHH. Putative differentially-methylated regions (DMRs) were identified from merged differentially methylated sites (DMS) using the Methylpy ‘DMRfind’ method.

## 7. Results

### Impact of Constant Heat Stress on A. thaliana Seeds

Seed physiological assays were conducted to observe which range of constant heat stress would impact seeds and how this impact could influence seed development and important seed traits such as germination capacity, longevity and seed filling. Col-0 plants were grown in optimal conditions in growth chambers until their reproductive stage (i.e., the apparition of first flowers), then moved to growth chambers with average temperatures of 21 °C, 23 °C, 25 °C, 27 °C, and 29 °C until seed maturity. Therefore, we were able to analyze seed growth and development in five temperature ranges. Our focus on this study was the evaluation of seeds, but we also observed that plants presented different phenotypes when grown at heat stress conditions. Plant biomass was increased, while the silique number and length decreased as the temperature was raised (Supplementary Figure S2). The effect of heat stress in seeds was first observed at water content measurements from 4 DAF to 14 DAF (days after fertilization). Seeds developed at 25 °C presented lower water content than seeds at 21 °C and 23 °C, and seeds at 27 °C presented a decrease in water content at all time points, from 4 DAF until 14 DAF. At 14 DAF, the water content of seeds at 27 °C was 20% less than at normal temperature (Figure 1A). Heat stress also had a negative impact on protein content. Seeds from 25 °C and 27 °C presented decreased protein content when compared to seeds from 21 °C and 23 °C (Figure 1B). When evaluating the germination capacity of mature seeds, 21 °C and 23 °C seeds presented no difference between each other, with almost 100% of seed germination. However, germination was negatively impacted by heat stress treatments. Seeds from 25 °C, 27 °C, and 29 °C presented progressively decreased seed germination, with −20% germination capacity at 25 °C, −35% at 27 °C, and −45% at 29 °C (Figure 1C). Seed longevity was accessed by artificial aging and seed germination evaluation after successive aging time-points (6, 10, 14, 21, and 28 days). The P50 for seeds from 21 °C and 23 °C seeds were of 14 days of aging. Nevertheless, for 25 °C and 27 °C, P50 was significantly decreased, with 50% of seeds incapable of germination after 10 days of aging (Figure 1D). We were also interested in evaluating the impact of constant heat stress on seed shape. By microscopically phenotyping seeds, we were able to observe the presence of wrinkled-shape seeds due to heat stress conditions. Seeds from plants at 23 °C and 25 °C presented mainly normal-shaped seeds, while seeds at 27 °C presented normal and wrinkled seeds (17%) (Figure 1E). Concerning seed development, we did not observe any effect of heat stress on seed embryogenesis. The anatomical evaluation of seed layers and embryo showed normal embryo development and growth (Supplementary Figure S3).

## 8. Gene Expression during Seed Development under Heat Stress

Based on the results of the physiological assays, we defined three temperatures and three embryo developmental stages for further experiments. The stages of Heart (H), Bent (B), and Mature (M) embryo were sampled from plants grown at 23 °C (control temperature), 25 °C (Mild Stress, MS), and 27 °C (Severe Stress, SS) (Figure 2A). We analyzed the dynamics of transcript abundance during seed development under control conditions and heat stress conditions by whole-transcriptome RNA-Seq analysis. Differentially expressed genes (DEGs) were observed in each stage by comparing MS versus the control and SS versus the control condition. The amount of DEGs observed at 27 °C was significantly higher than the amount of DEGs at 25 °C. At the heart stage, 27 °C seed had 16-fold more upregulated DEGs and 19-fold more downregulated DEGs than at 25 °C. The same happened at the bent stage, with 31-fold more upregulated DEGs and 22-fold more downregulated than at the MS condition, and at the mature stage, seeds on severe stress presented 9-fold more up- and 7-fold more downregulated genes than seeds on mild stress (Figure 2B). DEGs from severe stress were compared between stages and 533 genes were commonly upregulated in all stages, representing around 19–25% from the total DEGs of each stage, while 683 genes were commonly downregulated in all stages analyzed, around 20–25% of total DEGs from different stages (Figure 2C).

We were interested in better understanding the function of the up- and downregulated DEGs during SS since few gene changed during MS, therefore, we performed a gene set enrichment (GSEA) analysis using GO terms. The main biological functions of the upregulated DEGs were response to abiotic stress such as heat stress, water deprivation, stomatal movement, and response to hydrogen peroxide. Furthermore, secondary metabolism mechanisms were induced by severe heat stress, with the upregulation of the phytohormones abscisic acid and jasmonic acid as well as glucosinolates and suberin biosynthesis (Figure 3A). ABA signaling pathway was found upregulated in all stages upon severe stress with two related terms: ‘response to abscisic acid stimulus’ and ‘abscisic acid mediated signaling pathway’, while ‘positive regulation of germination’ terms were upregulated only during the heart stage (Figure 3A). Concerning the GO term enrichments of downregulated DEGs, ribosome biogenesis and maintenance were present for all stages, along with the decrease in the photosynthesis mechanism by repression of photosystems I and II, chlorophyll, and thylakoids (Figure 3B). The over-representation analysis showed that the downregulated DEGs were more homogeneous in their response to heat stress, but that the upregulated DEGs presented more distinct responses dependent on their development stage. Another point is that the specific DEGs of each stage, heart, bent, and mature, showed a specific response at each stage against severe heat stress (Supplementary Figure S4). The complete differential expression analysis is available in Supplementary Table S1.

## 9. Severe Heat Stress Effect on Methylation-Related Mutants

Our transcriptomic results also showed differences in the expression of genes related to chromatin organization and DNA methylation on seeds upon heat stress. The expression of *CMT3* and *ROS1* genes was affected by mild and severe heat stress in the embryo stages analyzed (Figure 4A). *CMT3* expression increased in the heart stage at 27 °C, and at the bent stage, its expression increased at mild and severe stress. However, at the mature stage, *CMT3* gene expression remained stable upon mild and severe stress. For the demethylase gene *ROS1*, severe heat stress dramatically impacted expression at the bent and mature stages (Figure 4A). *ROS1* was also differentially expressed (downregulated) in all developmental stages upon severe stress. Therefore, to tackle the role of these genes on seeds under severe heat stress development, we decided to further investigate both gene mutants. We produced seeds from *cmt3* and *ros1-4* mutant plants grown at 23 °C and 27 °C for anatomical and physiological assays. First, we evaluated their seed germination rate. At 23 °C, mutants *cmt3* and *ros1-4* seeds presented no difference from its background, WS, and Col-0, respectively. Upon severe heat stress, seed germination was not affected for both WS and *cmt3* genotypes. However, for Col-0 and *ros1-4*, severe heat stress decreased seed germination. Col-0 germination decreased in half while on the loss of function mutant *ros1-4*, severe heat stress caused an almost complete loss of germination capacity (Figure 4B). To better understand the consequences of severe heat stress on these mutants’ seeds, we observed and measured seeds with electronic microscopy (Figure 4C,D). From all the genotypes analyses, *ros1-4* under 27 °C presented the most drastic phenotype. A total of 86% of *ros1-4* seeds were wrinkled and deformed, some with the aspect of ‘empty seeds’ (Figure 4C,D). Concerning seed measurements, there was no significant difference in length and width for *ros1-4* at 27 °C, nonetheless, there was a significant difference between *cmt3* length and width at 23 °C when compared to its background and 7% of its seeds produced at 27 °C displayed the wrinkled phenotype (Figure 4D). By observing *ros1-4* seed phenotype upon severe heat stress, we raised the hypothesis that *ros1-4* embryos were defected or lost their viability. To observe embryo survival, we used the tetrazolium red to formazan assay. In this assay, living tissue or cells containing dehydrogenase enzymes thanks to hydrogen released during cell respiration, will reduce tetrazolium chloride to formazan, a reddish, water-insoluble compound [55]. Therefore, living cells will be red-stained, indicating normal cell respiration. *cmt3* displayed red-colored embryos at control and upon severe heat stress. *ros1-4* seeds at 23 °C also displayed normal anatomic and reddish embryos. Under 27 °C, *ros1-4* seeds were divided between normal and wrinkled-shape for preventing erroneous interpretation of results. Normal-shaped seeds presented viable embryos as well as non-viable embryos, while the majority of wrinkled seeds were empty or presented embryos with arrested development, as seen in Figure 4C.

## 10. Whole-Genome DNA Methylation of Seeds under Heat Stress

To understand the precise role of DNA methylation on seed response to heat stress, we performed bisulfite sequencing of the genomic DNA isolated from Col-0 seeds produced at 23 °C, 25 °C, and 27 °C average temperature, therefore the control, mild, and severe heat stress. We used the stages of bent and mature embryo for this analysis. About 20 million high-quality read pairs were generated for each sample and mapped uniquely to the Arabidopsis genome (TAIR10). The percentage of methylcytosines identified in each context did not change upon mild nor severe stress (Figure 5A). At the bent stage, % of methylated cytosines without heat stress was of 19.7% for CG, 6.9% for CHG, and 1.4% for CHH, while at mild heat stress CG = 19.4, CHG = 6.6, and CHH = 1.3, and at severe stress, CG = 20.3, CHG = 6.9, and CHH = 1.4. The same tendency was observed at the mature stage of seeds produced at 23 °C (CG = 19.3, CHG = 7.5, CHH = 2.1), 25 °C (CG = 20.1, CHG = 7, CHH = 2), and 27 °C (CG = 20.7, CHG = 7.2, CHH = 2.2) with a similar percentage of methylcytosines per context and per heat stress (Figure 5A). We identified differentially methylated regions (DMRs) upon mild heat stress and upon severe heat stress when comparing heat-stressed samples to the control samples. DMRs were identified in gene sequences and 1 Kb promoter gene regions. A total of 110 DMRs were identified, and from those, 87 unique genes were annotated (Figure 5B). Severe stress induced more DNA methylation changes than mild stress, with 33 DMRs at the bent and 49 DMRs at the mature stage, against 10 DMRs at the bent and 18 DMRs at the mature stage upon mild stress. The mature stage had a greater total amount of DMRs (67) when compared to the bent stage (43). Interestingly, DMRs were also found in mitochondrial DNA, with 13 DMRs present upon mild stress and 1 DMR upon severe heat stress. From these, five DMRs were localized at mitochondrial coding or promoter gene regions. A complete list of the genes related to the DMRs and their contexts are shown in Supplementary Table S2.

Given that germination was affected by heat stress and that *ros1-4* presented a strong germination phenotype upon severe stress, we compared our DMR annotated genes with germination-related genes identified by transcriptomics analysis [52]. The result showed that 69% of the differentially methylated genes (39 out of 87 genes) were also differentially expressed genes during seed germination, therefore potentially involved in the germination process. To examine the influence of differential methylation on differential gene expression, we analyzed the expression profiles of these 39 methylated and differentially expressed genes (MethDEGs) between successive stages of seed development germination from fresh seed, dry seed, and stratified seeds at 4 °C and seeds incubated at 20 °C light for germination from 1 h to 48 h (Figure 5C). The complete list of the MethDEGs and their annotation is available in Supplementary Table S2. We observed two gene clusters: (i) genes with accumulated transcripts on mature seed, that progressively decreased in expression along with seed germination process (upper heat map), and (ii) genes that were induced upon stratification and seed imbibition, with an increased expression during seed germination with seed coat rupture and radicle expansion (middle-bottom heat map) (Figure 5C). We also performed RNA-Seq with Col-0 and *ros1-4* seed grown at 23 °C, using mature dried seeds, and two stages of germination: stage II (seed coat rupture and radicle point) and stage IV (seed coat rupture and radicle 0.5 mm expansion). 

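RNA was sequenced from 18 libraries, with 3 biological replicates of 100 seeds for each of 6 conditions, which were Col-0 and *ros1-4* as mature dried seeds and at germination stages II and IV. The *ros1-4* line carries a T-DNA insertion in ROS1, the gene of a DNA demethylase, in the Col-0 background. Seeds were dried for 3 days and, for the germination stages, imbibed at 20 °C. Before bolting, the plants grew at 24 °C by day and 22 °C by night according to the paper, and at 20 °C by day and 18 °C by night according to the sample labels. The authors produced single-end reads of 50 bases, for which the paper and the labels state different depths, quantified them per transcript with Salmon on the Araport11 transcriptome and deposited estimated counts, which are not normalized for depth or length. Here the counts of 48268 transcripts were summed to 27587 genes and rounded to whole numbers, and 24273 genes had at least 1 read in the 18 libraries. Total counts per library lay between 18737837 and 20787603, with a median of 19306864. The median total of the 3 mature libraries was 18793212 in Col-0 and 19062183 in *ros1-4*. At stage II it was 19215942 in Col-0 and 20757476 in *ros1-4*, and at stage IV it was 19329496 in Col-0 and 20760816 in *ros1-4*, so that the germination libraries labelled *ros1-4* were the deeper ones. In mature seeds the 10 most abundant genes took 29.4% ± 1.08 (SD, n = 3) of the counts in Col-0 and 34.6% ± 1.38 (SD, n = 3) in *ros1-4*. Each comparison was fitted on its own 6 libraries with edgeR, using TMM normalization, its filter on low counts and its quasi-likelihood test. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and any fold change, the threshold that the paper gives for its analysis with DESeq2.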

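ROS1 (AT2G36490, on chromosome 2) was examined first, since *ros1-4* carries the insertion in this gene. In mature seeds the 3 Col-0 libraries had 2578, 2455 and 2547 counts of ROS1, and the 3 libraries labelled *ros1-4* had 1219, 1466 and 1466. Scaled by TMM over the 18 libraries, this was 200.5 ± 5.141 CPM (SD, n = 3) in Col-0 and 134.7 ± 11.66 CPM (SD, n = 3) in *ros1-4*, a log2 fold change of -0.55 (standard error 0.07, adjusted p = 2.2e-05 from edgeR's quasi-likelihood test). At stage II the Col-0 libraries had 256, 273 and 281 counts and the libraries labelled *ros1-4* had 1286, 1256 and 1221, with means of 11.09 ± 0.6692 CPM (SD, n = 3) and 45.57 ± 1.246 CPM (SD, n = 3). The log2 fold change was 2.04 (standard error 0.07, adjusted p = 5.5e-06 from the same edgeR test), which is against the genotype labels if the insertion lowers the transcript. At stage IV the counts were 296, 312 and 252 in Col-0 and 1134, 1203 and 1331 in the libraries labelled *ros1-4*. Their means were 11.49 ± 1.129 CPM (SD, n = 3) and 45.56 ± 3.709 CPM (SD, n = 3), and the log2 fold change was 1.99 (standard error 0.10, adjusted p = 1.4e-04 from the same edgeR test). The counts are summed over the gene and do not show on which side of the insertion the reads lie. Because of the values at germination, the groups are called the libraries labelled *ros1-4* and Col-0, and a direction of change between them rests on these labels.

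**Figure D1:**
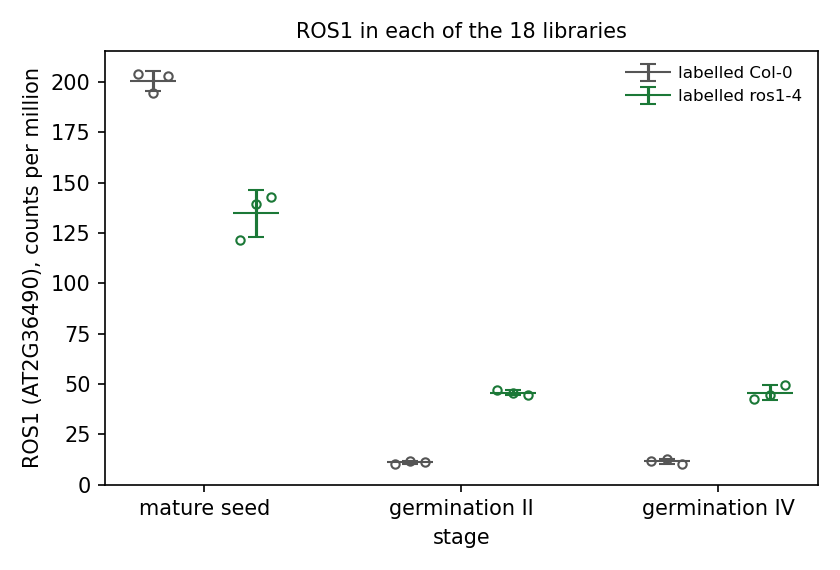
CPM of ROS1, scaled by TMM, in the 18 libraries by stage and genotype label. Circles are libraries, lines are means and bars are SD (n = 3); the libraries labelled *ros1-4* lie below Col-0 in mature seeds (134.7 against 200.5 CPM) and above it at stage II (45.57 against 11.09 CPM) and stage IV (45.56 against 11.49 CPM).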

A total of 84% (32 genes) of the MethDEGs were found to be differentially expressed in *ros1-4* during germination when comparing the mature stage of *ros1-4* against its samples at stage II or against stage IV of germination. 

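Of the 39 MethDEGs in Supplementary Table S2, 33 genes (84.6%) were called between mature seeds and stage II or stage IV in the libraries labelled *ros1-4*. At stage II 32 genes were called, 11 upregulated and 21 downregulated against mature seeds, and at stage IV 32 genes were called, 12 upregulated and 20 downregulated. Another 5 genes were below edgeR's filter on low counts. With the p-values adjusted over the list alone, 33 genes were called as well, and the study did not choose the list on these 18 libraries. The strongest change came from requiring an absolute log2 fold change of at least 1, with which 22 genes were called. With scaling by library size alone the number stayed at 33, but 20 genes were upregulated and 13 downregulated, against 12 and 21 with TMM normalization. In all, 16875 of the 18822 genes tested (89.7%) were called at stage II and 17107 of 19240 (88.9%) at stage IV. Among 10000 random lists of tested genes matched to the MethDEGs on mean expression, a list of 34 tested genes had a median of 32 called, and the 33 called MethDEGs lay at percentile 75.0. A percentile is here the share of lists with fewer called genes, and lists with an equal number are not counted in it. In Col-0, 30 of the 34 tested MethDEGs were called at stage II or IV against mature seeds, at percentile 7.8 of its own matched lists. A number of 30 or fewer was not rare among these lists (one-sided permutation p = 0.193). These 30 were among the 33 genes called in the libraries labelled *ros1-4*.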

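Between the libraries labelled *ros1-4* and those of Col-0, 4141 of the 15441 genes tested were called in mature seeds, 2135 upregulated and 2006 downregulated in *ros1-4*. At stage II 4182 of 18521 genes were called, 2117 upregulated and 2065 downregulated, and at stage IV 1564 (8.2% of those tested), 708 upregulated and 856 downregulated. Most of these differences were small, and the median absolute log2 fold change of the called genes was 0.47 in mature seeds, 0.51 at stage II and 0.65 at stage IV. A difference of at least 2-fold was found for 166 upregulated and 401 downregulated genes in mature seeds, for 763 and 353 at stage II, and for 194 and 269 at stage IV. The directions in mature seeds depend on the scaling. With library size alone the median log2 fold change of all genes tested there shifted to -0.34, and 466 genes were upregulated and 7528 downregulated. At stage II the same scaling gave 2823 upregulated and 1408 downregulated genes. With one library left out, 2961 to 4353 genes were called in mature seeds, 2150 to 6934 at stage II and 291 to 1646 at stage IV. The highest number at stage II came without Col-0 replicate 3, and leaving out any one *ros1-4* replicate there gave 2150 to 2272. Stages II and IV had 713 called genes in common, of which 687 (96.4%) changed in the same direction. Mature seeds and stage II had 1068 in common, of which 575 (53.8%) changed in the same direction.
Among the called genes with a mean of at least 5 CPM and no overlap between the replicates of both genotypes, the largest decrease in mature seeds was that of MLP31, with a log2 fold change of -6.80 (adjusted p = 3.9e-14 from edgeR's test), and the largest increase that of AT1G75945, with 5.64 (adjusted p = 1.1e-08). At stage II AT5G39110 was at least 119-fold lower in the libraries labelled *ros1-4*, all of which had no more than 3 counts. The largest increase at stage II was that of XTH14 (6.63, adjusted p = 1.4e-04), followed by EXT13 (6.49) and XTH12 (6.35), but Col-0 replicate 3 was the only Col-0 library with more than 3 counts of these genes. At stage IV AT4G12520 was at least 91-fold higher in the libraries labelled *ros1-4*, and the clock gene LHY had the largest decrease.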

We also performed a differential expression analysis between Col-0 and *ros1-4* (Figure 5D). 

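In the comparison of the libraries labelled *ros1-4* with Col-0, 31 of the 39 MethDEGs passed edgeR's filter on low counts at stage II or IV. At these stages 6 genes were called, 5 at stage II and 2 at stage IV, of which 3 were upregulated and 3 downregulated in *ros1-4*. Adjusted over the list alone, 5 genes were called. Scaling by library size alone also gave 6 genes, of which 4 were upregulated and 2 downregulated. With one library left out, 4 to 10 genes were called, the highest number without Col-0 replicate 3 at stage II. Mature seeds had 8 called MethDEGs, 5 upregulated and 3 downregulated, and 13 with scaling by library size alone, 1 upregulated and 12 downregulated. Random lists matched on mean expression had a median of 8 called genes at stage II or IV, and the 6 MethDEGs lay at percentile 14.8 of these lists (one-sided permutation p = 0.27 for 6 or fewer). For mature seeds the matched lists had a median of 7 called genes and the 8 MethDEGs lay at percentile 53.8.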

On the *ros1-4* mutant that showed decreased germination and decreased heat stress resistance, we observed that 14 MethDEGs were differentially expressed, in germination stages II or IV. From those genes, eight were upregulated and six were downregulated in the mutant (Figure 5D). 

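Apart from DEL2, the called MethDEGs at germination that were upregulated in the libraries labelled *ros1-4* were AT5G40450 and IQD22 (AT4G23060), both at stage II. AT5G40450 had 6, 6 and 7 counts in Col-0 and 30, 32 and 33 in *ros1-4*, a log2 fold change of 2.12 (standard error 0.26, adjusted p = 0.00119 from edgeR's quasi-likelihood test). IQD22 had a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.0156), which was no longer called without *ros1-4* replicate 1 (adjusted p = 0.0543) or replicate 2 (adjusted p = 0.0714). Downregulated at stage II were AT2G01275, with a log2 fold change of -1.57 (standard error 0.21, adjusted p = 0.00195), and AT3G49140, with -0.25 (standard error 0.07, adjusted p = 0.0409). The call of AT3G49140 was lost with library size alone (adjusted p = 0.113) and without any one of Col-0 replicates 1 and 2 or the 3 *ros1-4* replicates (adjusted p from 0.058 to 0.147). AT2G24600 was downregulated at stage IV, with -1.52 (standard error 0.30, adjusted p = 0.0236). Its adjusted p was 0.0532 without Col-0 replicate 2, 0.07 without *ros1-4* replicate 1 and 0.1 without *ros1-4* replicate 2.
In mature seeds, CFIM-25 (AT4G29820) had a log2 fold change of 0.38 (standard error 0.09, adjusted p = 0.00707) and AT3G09890 of 0.46 (standard error 0.11, adjusted p = 0.00513). AT1G51430, which Fig. 5D does not show, was also upregulated there, with 0.74 (standard error 0.22, adjusted p = 0.0221). The calls of these 3 genes were lost with library size alone (adjusted p = 0.753, 0.39 and 0.147), and that of AT1G51430 also with DESeq2 (0.0714) and without any one of Col-0 replicates 1 to 3 or *ros1-4* replicate 1 (0.0502 to 0.0849). The downregulated genes in mature seeds were AT3G09880 (-0.26, adjusted p = 0.0217), AT2G28150 (-1.88, adjusted p = 0.0089) and VAP27-2 (AT1G08820; -0.36, adjusted p = 0.00604). The call of AT3G09880 was lost with DESeq2 (adjusted p = 0.053) and without Col-0 replicate 1 or 3 or *ros1-4* replicate 1 (0.0605 to 0.0904), and that of AT2G28150 without Col-0 replicate 3 (0.076). In the annotation TAIR10.1, AT5G40450, IQD22, AT2G01275 and AT3G09890 each overlap a neighbouring gene, and the methods do not state that the counting used strand, so their counts are less certain.

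**Figure D2:**
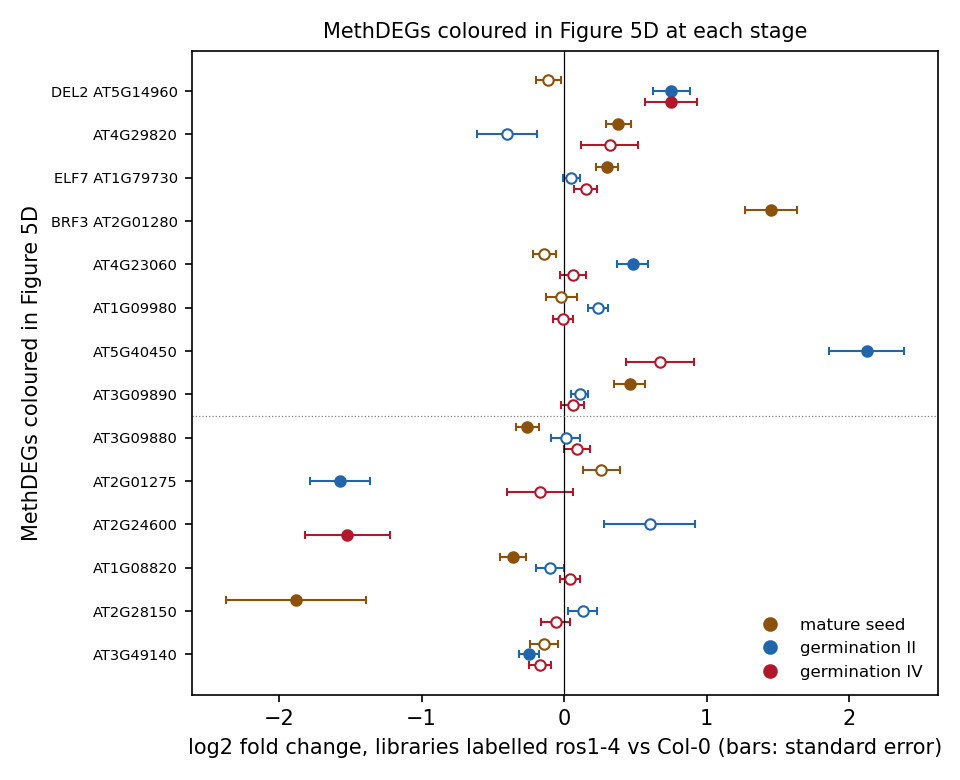
Log2 fold change between the libraries labelled *ros1-4* and Col-0 of the 14 MethDEGs of Fig. 5D in mature seeds and at stages II and IV. Filled symbols have an adjusted p-value under 0.05, bars are standard errors, and the dotted line separates the genes that Fig. 5D gives as upregulated (above) from those it gives as downregulated (below); AT5G40450 at stage II has the value 2.12.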

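ELF7, DEL2 and BRF3 were compared between the libraries labelled *ros1-4* and Col-0 at each stage. ELF7 (AT1G79730) had 1496, 1561 and 1781 counts in the Col-0 libraries of mature seeds and 1518, 1702 and 1569 in those of *ros1-4*, a log2 fold change of 0.30 (standard error 0.08, adjusted p = 0.0077 from edgeR's quasi-likelihood test). This value was -0.03 (adjusted p = 0.753) with scaling by library size alone, and without Col-0 replicate 1 it was 0.24 (adjusted p = 0.0536). At stage II its log2 fold change was 0.05 (standard error 0.06, adjusted p = 0.576) and at stage IV 0.15 (standard error 0.08, adjusted p = 0.297), so that no difference of ELF7 was detected at germination. DEL2 (AT5G14960) did not differ in mature seeds, with -0.11 (standard error 0.09, adjusted p = 0.386), but was called as downregulated there with library size alone (-0.45, adjusted p = 0.00169). At stage II it had 162, 143 and 115 counts in Col-0 and 267, 286 and 247 in *ros1-4*, a log2 fold change of 0.75 (standard error 0.13, adjusted p = 0.00631). At stage IV it had 126, 83 and 130 counts in Col-0 and 220, 188 and 205 in *ros1-4*, also with 0.75 (standard error 0.18, adjusted p = 0.0422). The call at stage IV was lost without Col-0 replicate 2 (adjusted p = 0.0737) and without *ros1-4* replicate 1 (0.106), 2 (0.105) or 3 (0.11). BRF3 (AT2G01280, named MEE65 in the annotation) had 48, 71 and 51 counts in mature Col-0 seeds and 126, 134 and 114 in *ros1-4*, a log2 fold change of 1.45 (standard error 0.18, adjusted p = 2.5e-05). At stage II its counts were 9, 9 and 6 in Col-0 and 12, 8 and 8 in *ros1-4*, and at stage IV 3, 4 and 6 in Col-0 and 9, 4 and 5 in *ros1-4*, which were below edgeR's filter on low counts. The DESeq2 Wald test had 0.04 (standard error 0.68, adjusted p = 0.982) at stage II and 0.36 (standard error 0.93, adjusted p = 0.895) at stage IV for it, and called it at neither. ELF7 and BRF3 overlap neighbouring genes in TAIR10.1, so that reads of AT1G79740 or of AT2G03925 and AT2G01290 could have been counted with them.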

From the upregulated genes, ELF7 (EARLY FLOWERING 7—AT1G79730), DEL2 (DP-E2F-like transcription factor—AT5G14960), and BRF3 (TFIIIB-related factor—AT2G01280) genes are interesting because they were already shown to be required for seed dormancy, proper plant cell proliferation and elongation, and thermotolerance. In detail, ELF7 is required for the expression of the flowering repressor FLC [56] and is also part of the Polymerase II Associated Factor 1 Complex (PAF1C), which interacts with Reduced Dormancy 2 factor (RDO2). A study with *elf7* mutant showed that seed dormancy was reduced, suggesting the role of this gene as a negative regulator of seed germination [57]. DEL2 promotes cell proliferation and represses cell elongation in the root meristem and its altered expression affects the expression of several cell-cycle regulators [58]. As cell elongation is the first step in the germination stage, before cell division [59,60], DEL2 might repress radicle emergence. Moreover, the BRF3 gene, which is part of the core unit of the RNA Pol III transcription complex [61], was shown to negatively regulate the thermotolerance in Arabidopsis [62]. The upregulation of these genes in *ros1-4* during germination could be part of the answer for the decrease in *ros1-4* seed germination upon heat stress. 

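From mature seeds to germination the transcripts of all 3 genes decreased in the libraries labelled *ros1-4*. ELF7 changed by a log2 fold change of -1.47 at stage II (adjusted p = 1.9e-11 from edgeR's quasi-likelihood test) and of -1.57 at stage IV (adjusted p = 4.0e-09), and with library size alone the change at stage II was -0.11 (adjusted p = 0.141). DEL2 changed by -1.80 at stage II (adjusted p = 8.5e-11) and -2.12 at stage IV (adjusted p = 1.2e-09), and in Col-0 by -2.68 and -2.99. BRF3 changed by -5.19 at stage II (adjusted p = 1.4e-11) and -5.74 at stage IV (adjusted p = 6.5e-10). Whether the difference between the genotypes itself changed from mature seeds to stage II was tested as an interaction on the 12 libraries of these stages. For DEL2 the difference was larger at stage II by 0.85 (log2, adjusted p = 0.00148), and for BRF3 it changed by -1.43 (log2, adjusted p = 0.0293), which did not pass with library size alone (-1.01, adjusted p = 0.0691) or without any one of 7 of the 12 libraries (adjusted p up to 0.0916). For ELF7 it changed by -0.26 (log2, adjusted p = 0.0886), which did not pass the threshold. It was 0.15 (adjusted p = 0.285) with scaling by library size alone, and passed with DESeq2's size factors (-0.32, adjusted p = 0.0364), with the DESeq2 test (-0.32, 0.0196) and without Col-0 mature replicate 3 (-0.34, 0.0305). These libraries came from plants grown at 23 °C and none from heat-stressed plants. The paper relates ELF7 to seed dormancy, DEL2 to the repression of cell elongation and BRF3 to lower thermotolerance. From these roles and the upregulation that it reports in *ros1-4*, the paper proposes that the 3 genes could be a part of the reason for the lower germination of *ros1-4* after heat stress.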

The complete differential expression analysis between *ros1-4* and Col-0 is available in Supplementary Table S1.

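Supplementary Table S1 could be read here only in part, with 1997 of its 27587 genes, and no overlap with the genes called here was computed. One of the genes in this part is LHY (AT1G01060), a transcription factor of the circadian clock. It had 55, 39 and 56 counts in mature Col-0 seeds and 32, 14 and 26 in the libraries labelled *ros1-4*, a log2 fold change of -0.73 (standard error 0.30, adjusted p = 0.0859 from edgeR's quasi-likelihood test), where the paper's reported value is -0.44. It was called in mature seeds with library size alone (-1.07, adjusted p = 0.00682) and without *ros1-4* replicate 1 (-1.03, adjusted p = 0.0408), and had -0.44 (adjusted p = 0.275) without *ros1-4* replicate 2. At stage II it had 6155, 5587 and 5183 counts in Col-0 and 102, 79 and 58 in *ros1-4*, a log2 fold change of -6.32 (standard error 0.17, adjusted p = 4.9e-06), and the paper's reported value is -6.00. At stage IV it had 5274, 2691 and 1406 counts in Col-0 and 171, 189 and 132 in *ros1-4*, a log2 fold change of -4.34 (standard error 0.46, adjusted p = 0.00322), and the paper's reported value is -1.73. The values here are not DESeq2's shrunken fold changes. Those, computed after seeing the values, lay closer to the paper's at each stage, so the 2 sets of values may differ in measure.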

## 11. Discussion

### Constant Heat Stress Does Not Affect Seed Embryogenesis but Negatively Impacts Seed Germination and Longevity

Here, we aimed to verify the impact of constant heat stress on seed development. To perform the experiments with *A. thaliana*, we based our temperature selection on global warming projections. Initial projections estimated an increase of 1 °C to 2 °C on average global surface temperature, but recent projections foresee an increase by up to 4.8 °C by the year 2100, depending on the level of greenhouse gas emissions [63]. Along with these gloomy data, climate change is projected to impose more extreme weather conditions, with the rise in global temperature including longer and hotter summers that possibly will severely disrupt plant growth and productivity [64].

We were keen to investigate if heat stress could disrupt seed embryogenesis, which is the developmental process that transforms a single totipotent cell, the zygote, into a mature embryo, by producing and developing the embryo first tissues precursors and first stem cells [65]. We observed that seed embryogenesis was not affected upon our heat stress assays. One explanation might be the strength of the embryogenesis cell pattern in *A. thaliana*. Most flowering plants present apparently random and disordered embryogenic cell divisions while a few present a highly regular and predictable pattern such as the case of the Brassicaceae family [66,67]. This is why most of the knowledge on plant embryogenesis comes from Arabidopsis research, again with the advantages of small genome size, rapid life cycle, and amenability to genetic transformation [65]. Our assays showed that the majority of Col-0 seeds at severe heat stress still developed correctly and this fact could also be due to the plants’ mechanism of basal thermotolerance, that is when plant survival above optimal temperatures is assured. Basal thermotolerance must be distinguished from acquired thermotolerance, which is survival to otherwise lethal heat stress, both being physiologically and molecularly different processes [68].

Even if we did not observe anatomical abnormalities during embryogenesis, we observed reduced silique number and length as temperature increased. As silique length is correlated with the number of seeds per silique [69,70], it is probable that less efficient fertilization leads to fewer seeds and shorter siliques. This was the case for heat stress assays in *A. thaliana* and in *Lycopersicon esculentum*, which negatively affected flower fertilization [70,71,72,73]. Flower infertility might also occur when heat stress inhibits anther dehiscence, thereby reducing pollen release and pollen viability by disrupting male meiosis [73,74,75]. Heat stress can also have an impact on the female gametes with malformation of the ovule and accessory tissues as well as a decrease in stigma receptivity [76,77]. In our assays, all plants were grown at control conditions until bolting, then plants were transferred to heat stress conditions as described. Nevertheless, as Arabidopsis flowers continuously appear, later-developed flowers might have been more stressed than the first-developed flowers. This could be the explanation for shorter and fewer siliques, with less seeds.

Regarding heat stress induced impairment of seed essential traits, heat stress reduced germination by 30% to 50% and longevity by half (Figure 1D). The negative impact of heat stress on germination has already been reported [78,79,80]. These major impacts on seed germination and longevity can have disastrous consequences for plant species survival since these are key processes to ensure species propagation [81,82,83]. For promoting seed germination, two phytohormones are key players: gibberellic acid (GA) and abscisic acid (ABA) [84]. During seed germination, ABA biosynthesis is repressed while GA increases [85]. The contrary is true to dormancy in which ABA content is high and GA is low [86]. We observed that upon severe heat stress, the ABA pathway was induced in all stages, and as the regulation of plant process upon abiotic stress has a modulated activity depending on the water status in the environment [85], the extremely low water content on seeds upon severe heat stress might have disrupted the regulation of germination process.

## 12. Heat Stress Induces Impaired Cell Development and Metabolic Imbalance

Our study had the objective of characterizing the transcriptomic changes that occur on seeds when they face constant heat stress during development. We observed that the transcriptional changes due to heat stress was significant when plants were grown in severe heat stress conditions and that DEGs upon severe heat stress from all the stages analyzed were mainly related to abiotic stress response and the repression of photosynthesis machinery. These results reinforced previous works that showed that a myriad of cell processes is affected by heat stress, since even enzyme function can be disrupted by temperature and provoke metabolic imbalance [87,88] or even promote programmed cell death [89,90]. Moreover, a variety of membrane-linked processes are impacted due to changes in membrane fluidity and permeability [91,92]. By promoting membrane and protein damage, heat-induced oxidative stress is generated by the production of active oxygen species [93,94,95,96]. Taking together all the possible damage, heat stress in plants is characterized by impaired translocation of assimilates and reduced carbon gain and reduced photosynthesis [93]. Heat stress influences plant growth, productivity, and development, being more related to impaired development. However, soon after the stress period, plants will reinitiate their developmental and growth program and end the transcriptional response to stress, which will provide successful recovery.

## 13. DNA Demethylation Is Partially Responsible for Ensuring Seed Germination under Heat Stress Conditions

We also aimed to evaluate if heat stress during seed growth was capable of inducing epigenetic changes. The epigenetic regulation of heat stress response varies, from DNA methylation [20,35,37], to histone modifications [20,35,37,97,98] and histone variants [99,100], and also microRNAs and siRNAs [40,101,102]. Nevertheless, these epigenetic responses are dependent on the heat intensity and duration. To better understand the dynamics of DNA methylation on embryogenesis stages upon heat stress, we chose to closely examine two stages that represent the middle and the end of embryogenesis, the bent and mature stages, respectively. When analyzing the epigenetic changes on the DNA, we observed that global DNA methylation levels were not modified by heat stress. The Arabidopsis genome-wide methylation levels were 24% in CG, 6.7% in CHG, and 1.7% in CHH contexts [103]. We detected a slight difference from each context against data from leaves [103], but not between stages or upon mild or severe heat stress. This could indicate that different tissues have different DNA methylation levels and also that methylation is stably maintained throughout the genome upon constant heat stress, like a basal DNA-methylation thermotolerance.

In plants, the DNA methylation homeostasis is regulated by DNA methylation and also by demethylation processes [27,30] in a way that active DNA methylation and demethylation are balanced in the cells [104]. Since we observed the differential expression of *CMT3* and *ROS1* upon heat stress, we aimed to investigate if maintenance of methylation by CMT3 and/or DNA demethylation by ROS1 could have a role in heat stress response on seeds. During the mature embryo stage, cell division is arrested, and therefore it suggests that DNA replication and maintenance of DNA methylation by MET1 during replication is also stopped. Therefore, the creation of DMRs during this stage is hypothesized to be due to DNA demethylation processes [104]. Recent studies have shown that ROS1 is active in developing seeds during late embryogenesis by promoting differentially methylated regions in seed-development-related genes, more specifically for the demethylation of endosperm-specific methylated regions [104,105]. At the mature embryo stage, we observed an increase in *ROS1* expression in normal conditions and a decrease in *CMT3* expression, however, severe heat stress repressed *ROS1* expression. Furthermore, *DML3* expression increased upon severe heat stress, while other demethylases, *DML2* and *DME* were repressed as well as methylases *DRM1, CMT2*. *RDM1, RDM4*, and *CMT3* remained stably low. The same was detected by a recent study that showed that while *DME, DML2*, and *DML3* were repressed, *ROS1* expression was induced in the maturation stages [104]. In addition to *CMT3* expression, a study in rice seeds showed repression of its expression with 48 h of moderate heat stress (34 °C) after fertilization, which was proposed to cause differences in the DNA methylation levels of *Fertilization-Independent Endosperm1* (*OsFIE1*), a member of Polycomb Repressive Complex2 (PRC2) [20].

After physiological analysis of both *cmt3* and *ros1-4* mutants, *ros1-4* presented an interesting phenotype, with seed germination dramatically affected by severe stress, and with deformed seeds and undeveloped embryos. In our study, we did not observe the influence of CMT3 on heat stress resistance. This might be due to the potential functional redundancy of chromomethylases - or by its heat stress resistant background, WS [74]. The *ros1-4* mutant had a Col-0 ecotype background with T-DNA insertion in the *ROS1* gene, proved to cause complete loss of function of *ROS1* [106]. As de novo methylation is established through the RdDM pathway, *ROS1* antagonizes RdDM and RdDM-independent DNA methylation. This mechanism was shown to prevent the spread of DNA methylation from transposable elements to protein-coding genes [31,107,108]. At the same time, *ROS1* expression is positively regulated by proximal RdDM-dependent TE methylation [109,110]. Seed establishment is largely influenced by the amount and diversity of compounds stored during seed maturation [111], whereas germination capacity is not completely dependent on seed reserve accumulation, since the germination of mutants deficient in lipid reserve mobilization pathways is only slightly affected [112,113,114,115,116]. Therefore, germination efficiency must be controlled by other yet unknown mechanisms, one on those being the DNA demethylation by ROS1. Here, we observed a set of germination-related genes that were differentially expressed upon severe heat stress and were also differentially methylated at seed maturity. When analyzing their expression pattern, we identified the remodeling of the transcriptome upon the steps culminating in germination. These changes were also observed in previous works that investigated the seed transition from fresh, dry seed stage, seed stratification, germination, and post germination, following exposure to light [52]. Studies have shown that during the seed maturation process, a diverse set of molecules such as proteins, lipids, sugars, and transcripts will be accumulated for use upon germination [115,117,118,119]. Upon seed imbibition, a metabolic switch happens and the metabolites accumulated during seed maturation are consumed by being mobilized and/or degraded, also with that, germination-associated gene expression programs already start during seed imbibition [83]. Thus, we can also witness these two clusters of gene expressions in the germination-related MethDEGs.

Here, we showed that mother-plants grown under heat-stress generated seeds that had DMRs located on germination-related genes. These DMRs could be conserved in future generations. Many works have presented the inheritance of epigenetic changes caused by heat stress by the next generations and that this transgenerational inheritance was maintained for at least three generations in a genotypic and phenotypic manner [33,38,39,40,98]. The epigenetic memory can increase plant fitness to provide better heat stress responses and therefore contribute to plant evolutionary adaptation [41,42]. Additionally, *ROS1* was shown to decrease its expression by heat stress and that this decrease was maintained in heat-stressed *A. thaliana* F1 descendants, which also presented earlier-bolting as well as fewer and larger leaves [39].

Remarkably, five mitochondrial genes presented DMRs upon heat stress. These genes were all found to be highly expressed in seed development, imbibition, and germination. Given that mitochondria are responsible for the respiratory chain, these genes could be important actors during seed germination, and different DNA methylation status caused by heat stress could change their expression and affect seed germination. Studies have shown the role and versatility of mitochondria structures during seed germination. At the dry seed stage, there are promitochondria, which are larger, isodiametric structures that will eventually develop into mitochondria upon seed imbibition. Later, upon germination, mitochondria undergo variations in morphology along with cell differentiation and cell division in the course of early root development [120,121]. The bioenergetic reactivation of mitochondria is immediately observed upon seed imbibition and the reactivation of mitochondrial dynamics occurs after transfer to germination conditions [122]. Besides, as mitochondria are the main source of reactive oxygen species (ROS) production, they are strongly exposed to oxidative damage [123], and the continuous heat stress could affect them greatly, also in an epigenetic manner, as we observed in our work. Further studies on these genes could clarify their role on heat stress resistance in seeds.

Taken together, our results showed a partial control of heat stress response on seeds by the demethylation of germination-related genes. This is a finding of great importance because seed germination and plantlet establishment are the base of global food production, and ensuring food security in the climate change era is one of the major challenges in the coming decades. Plant breeding strategies focused on selecting varieties with increased resistance to abiotic stresses, like heat stress, will play a central role in confronting this challenge.

## Figures and Tables

**Figure 1:**
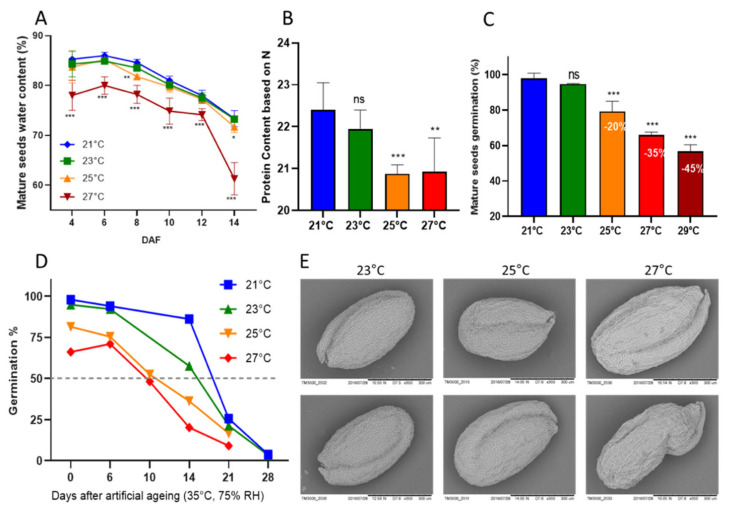
Physiological characteristics of *A. thaliana* seeds under heat stress development. (**A**) Mature seed water content measured every two days for a duration of 14 days. Two-way ANOVA showing the difference between stress conditions and control conditions at each time point, therefore 25 °C and 27 °C stress treatment against 21 °C. (**B**) Protein content based on nitrogen content. Two-way ANOVA comparing 23 °C, 25 °C, and 27 °C against 21 °C. (**C**) Percentage of fresh seed germination in which the numbers inside bars represent the decrease in seed germination upon heat stress conditions compared to control temperatures. Two-way ANOVA comparing 23 °C, 25 °C, and 27 °C against 21 °C. (**D**) Seed longevity based on P50, in which artificial aging was imposed for 6, 10, 14, 21, and 28 days. (**E**) Exemplary electronic microscopy of Col-0 seeds grown at 23 °C, 25 °C, and 27 °C. The below panel of the 27 °C condition shows a wrinkled-shape seed. Asterisks represent *p*-value significance: * *p* < 0.05; ** *p* < 0.001; *** *p* < 0.0001. Standard deviation is shown in (**A**–**C**) graphs.

**Figure 2:**
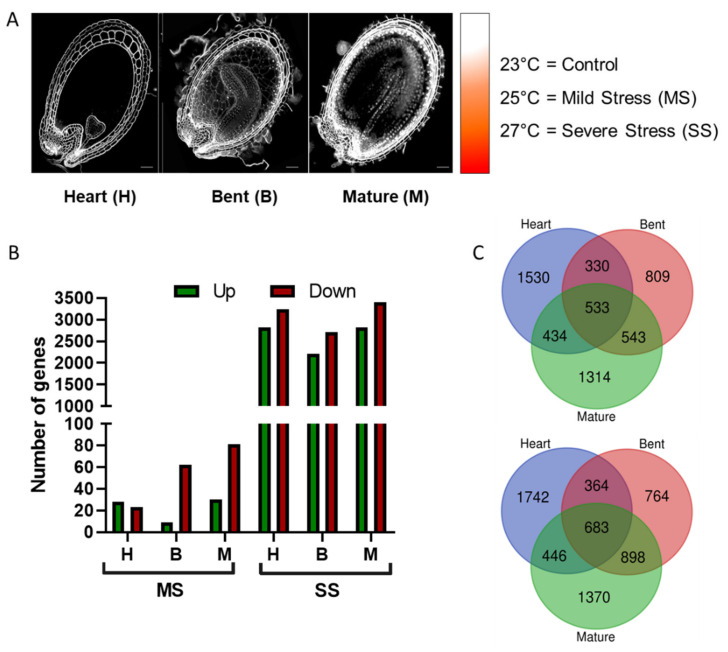
Transcriptomics analysis of Col-0 seeds developed under heat stress conditions. (**A**) RNA-Seq samples were obtained during embryo developmental stages showed here in time-course order: Heart (H), Bent (**B**), and Mature (M). Average temperature of 23 °C was used as control against Mild Stress (MS) at 25 °C and against Severe Stress (SS) at 27 °C. (**B**) Scatter plot showing the quantity of differentially expressed genes (DEGs) for MS in orange and SS in red. (**C**) Venn diagrams of DEGs from SS at each embryo developmental stage. Upper panels show upregulated genes and lower panels show downregulated genes.

**Figure 3:**
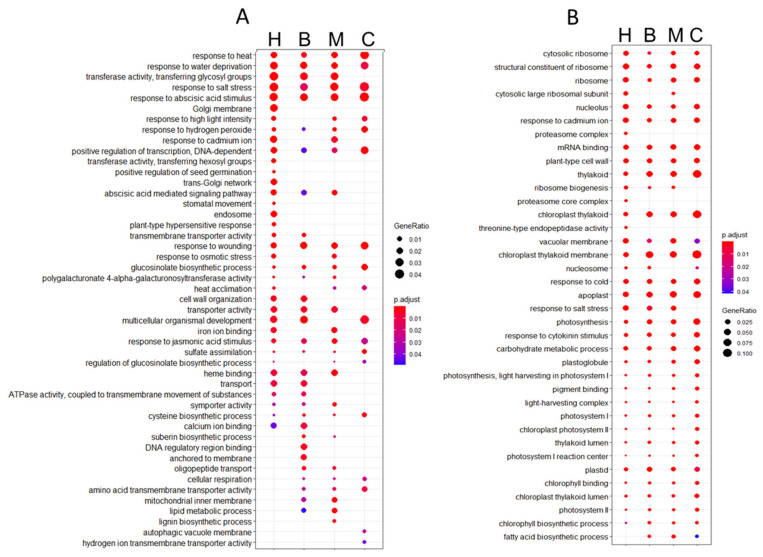
Gene set enrichment (GSEA) analysis of DEGs in Col-0 seeds under severe heat stress. (**A**) Functional enriched GO terms from upregulated differentially expressed genes. (**B**) Functional enriched GO terms from downregulated DEGs. The size of the dot represents the gene count. The totality of differentially up- or downregulated genes in each stage was used to perform a hypergeometric test, and the *p*-values were converted to false discovery rate (FDR)-corrected *p*-value as shown in colors, the red color being more significant than the blue color. H = heart, B = bent, M = mature, and C = common to all stages.

**Figure 4:**
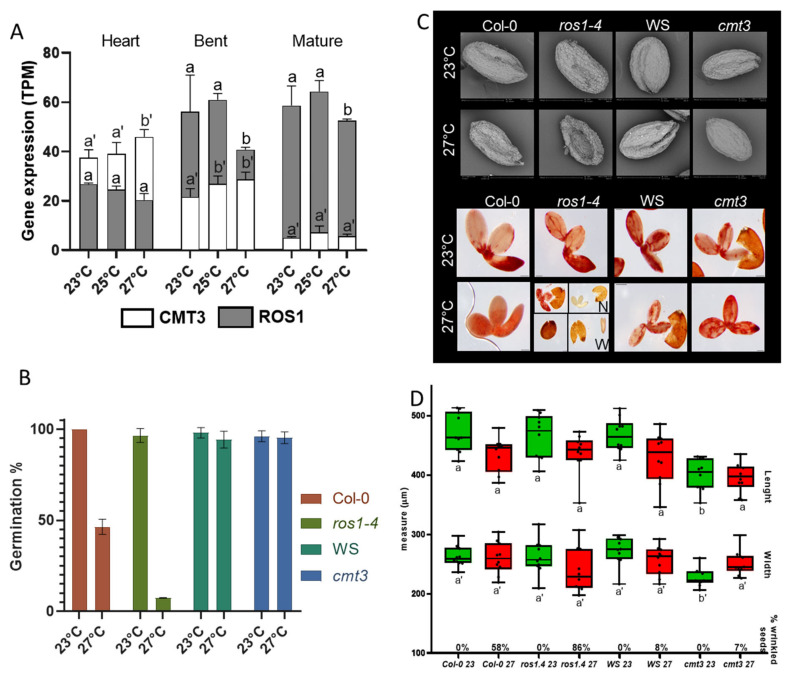
Evaluation of *CMT3* and *ROS1* expression and physiology of *cmt3* and *ros1-4* mutants. (**A**) Gene expression in TPM of *CMT3* and ROS1 at heart, bent, and mature stages of embryo development during control temperature (23 °C), MS (25 °C) and SS (27 °C). *CMT3* is represented by white bars while *ROS1* is represented by grey bars. Standard deviation is shown. Two-way ANOVA comparing differences in gene expression at 23 °C, 25 °C, and 27 °C for each genotype at the same stage. Letters represent statistically significant differences with a *p*-value < 0.001. Letters a or b used for *ROS1* and letters a’ or b’ used for *CMT3*. (**B**) Seed germination for wild-type (Col-0 or WS) and mutant (*ros1-4* or *cmt3*) genotypes at 23 °C (green) and 27 °C (red) average temperature. (**C**) Panels show embryos and seed coats from wild-types (Col-0 or WS) and mutant (*ros1-4* or *cmt3*) genotypes at 23 °C and 27 °C average temperature. The upper panel is composed of electronic microscopy photos for phenotype observations and the lower panel shows embryo survival evaluation with TTZ. *ros1-4* at 27 °C was divided into normal-shaped seeds (N) or wrinkled-shaped seeds (W). (**D**) Seed measurements of length and width in micrometers. Boxes and whiskers showing minimum and maximum with median line from all observations. Green bars represent temperature at 23 °C and red bars represent the temperature at 27 °C (SS). Two-way ANOVA comparing difference size between wild-types (Col-0 or WS) and mutants (*ros1-4* or *cmt3*), respectively, at 23 °C wild-type against 23 °C mutant, and 27 °C wild-type against 27 °C mutant, therefore green against green and red against red. Letters represent statistically significant differences with a *p*-value < 0.001. Letters a or b used for length measures and letters a’ or b’ used for width measures. Percentage of wrinkle-shaped seeds for each genotype at 23 °C and 27 °C is shown at the base of the *x*-axis.

**Figure 5:**
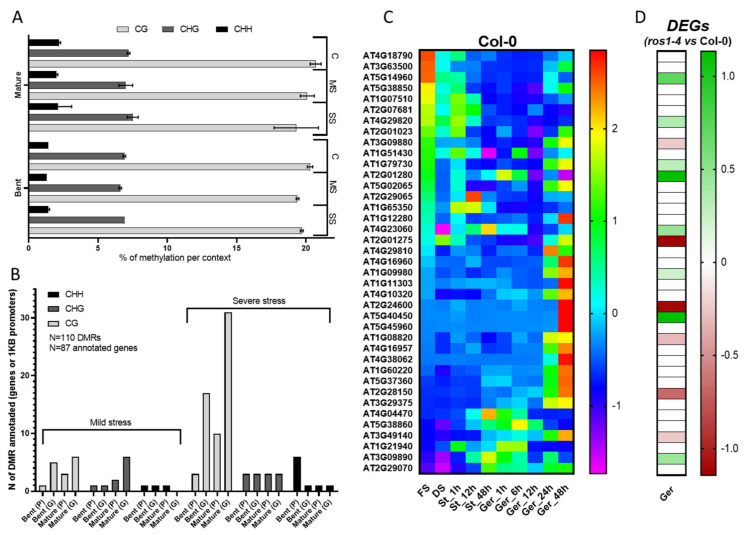
Methylome analysis and DMRs related to germination genes. (**A**) Percentage of cytosine methylation per context (CG, CHG, CHH) on bent and mature embryo stages of Col-0 seeds grown under the Control temperature (C = 23 °C) or Mild Stress (MS = 25 °C), or Severe Stress (SS = 27 °C). (**B**) Amount of DMRs between control condition and MS or control condition and SS in all contexts (CH, CHG, CHH) for bent and mature stages at 1 Kb promoter regions (P) and gene sequences (G). (**C**) Normalized expression (TPM) heat-map of 39 genes differentially expressed during seed germination and containing a DMR at mature stage with severe heat stress (MethDEGs). Expression in Col-0 seeds at conditions: fresh seed (FS); dried seed (DS); stratified and imbibed seeds at 4 °C (St) for 1 h, 12 h and 48 h; stratified and imbibed seeds at 20 °C light for germination (Ger) for 1 h, 6 h, 12 h, 24 h, and 48 h. (**D**) Differential expression analysis of MethDEGs between *ros1-4* and Col-0, comparing dry seeds against two germination stages (II and IV), whereas green indicates upregulated genes and red indicates downregulated genes in *ros1-4*.

## Data Availability

Publicly available datasets were analyzed in this study. This data can be found here: (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167245, accessed on 22 March 2021). Supplementary Data: RNA-Seq and methylome data are available at GSE167245 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167245, accessed on 22 March 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/12/3/457/s1, Figure S1: Schematic organization of samples, experiments, and ecotypes used in this work, Figure S2: Col-0 plant phenotype under heat stress conditions. (A) Photos of Col-0 plants showing increased biomass related to increase in temperature. (B) Photos of Col-0 plants showing decreased silique number related to the increase in temperature. (C) Average silique number per branch at 21 °C, 23 °C, 25 °C, 27 °C, and 29 °C average temperatures. (D) Average silique length at 21 °C, 23 °C, 25 °C, 27 °C, and 29 °C average temperatures. Standard deviations are indicated in both C and D graphs, Figure S3: Microscopy of Col-0 embryo development under heat stress. Embryo stages showed are globular, transition, heart, torpedo, walking stick, and mature at 21 °C, 23 °C, 25 °C, and 27 °C average temperature, Figure S4: Gene set enrichment analysis (GSEA) of specific DEGs in Col-0 seeds under severe heat stress. (A) Enriched GO terms from upregulated differentially expressed genes. (B) Enriched GO terms from downregulated differentially expressed genes. The size of the dot represents the gene count. The totality of differentially up- or downregulated genes specific to each stage was used to perform a hypergeometric test, and the *p*-values from the tests were converted to false discovery rate (FDR)-corrected *p*-value as shown in colors, the red color being more significant than the blue color. H = heart, B = bent, M = mature, and C = common to all stages, Table S1: Deseq2 summary data from RNA-Seq with Col-0 seeds during development under different ranges of heat stress. Table S2: Deseq2 summary data from RNA-Seq with *ros1-4* and Col-0 seeds at maturation and germination stages.

# Supplementary material for: Regulation of DNA (de)Methylation Positively Impacts Seed Germination during Seed Development under Heat Stress
**Source:** Genes (Basel). 2021 Mar 23;12(3):457. doi: 10.3390/genes12030457
**Supplement:** Supplementary file 1

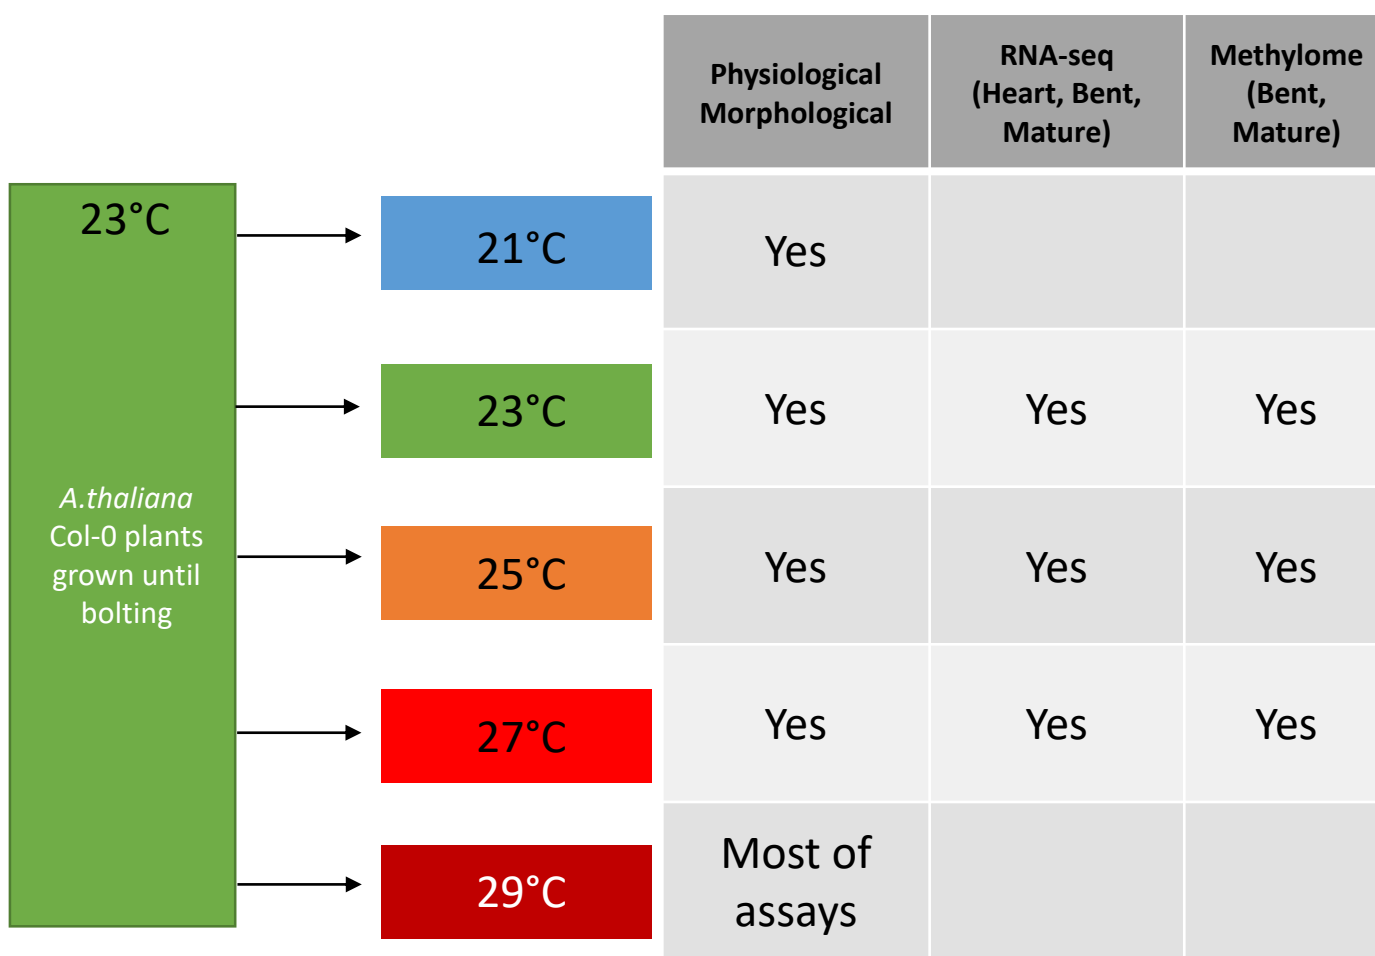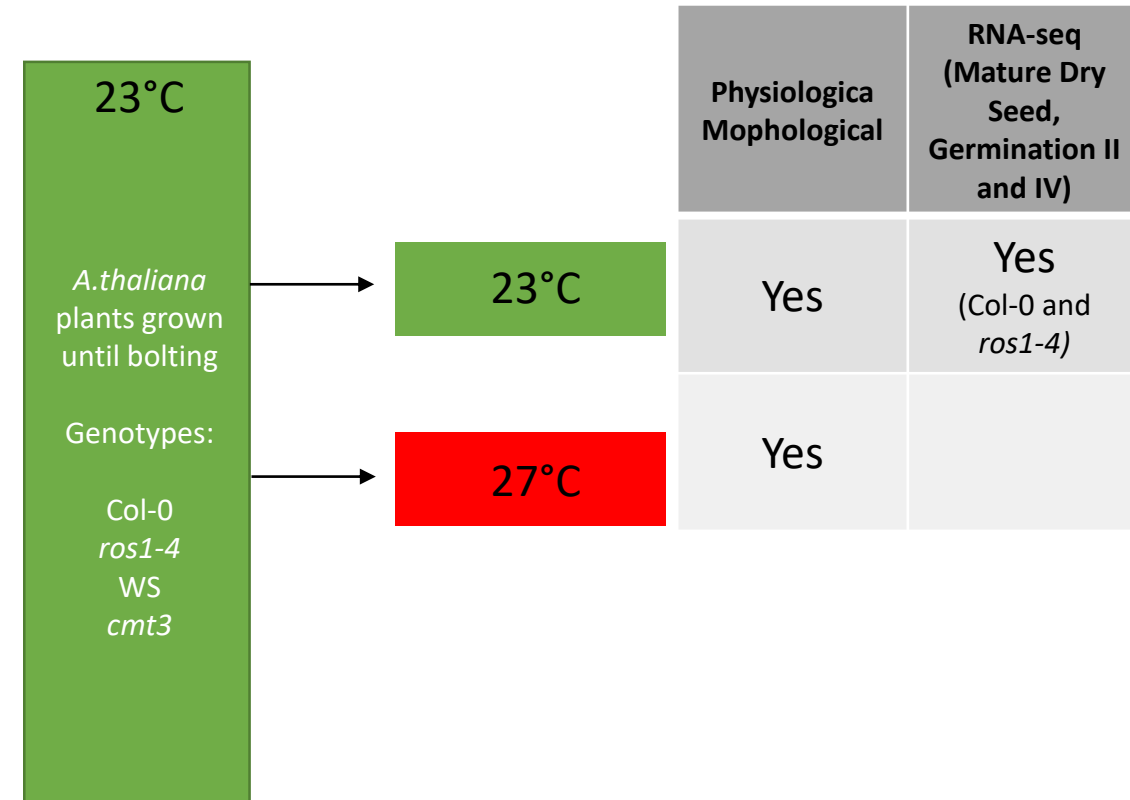

RNA-seq and Methylome  
Gene Expression Omnibus  
(GEO, GSE167245)  
Malabarba et al., 2021 (this study)

Data Mining RNA-seq  
Gene Expression Omnibus  
(GEO, GSE94459)  
Narsai et al., 2017

How the deposited data were processed for this re-analysis (not part of the article)

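RNA was measured in 18 libraries of *Arabidopsis thaliana* seeds, with 3 biological replicates in each of 6 conditions: Col-0 and *ros1-4* as mature dried seeds, at germination stage II and at germination stage IV. Each library was mapped to its condition from the sample labels and the column names of the deposited table, and no column of the table was left out. The authors sequenced single-end reads of 50 bases, quantified them per transcript with Salmon on the Araport11 transcriptome and deposited estimated counts (the number of reads assigned to a transcript, with fractions), which are normalized neither for depth nor for length. The paper's methods give DESeq2 for the differential expression analysis, with an adjusted p-value under 0.05 at any log2 fold change.

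The table held 48268 transcripts, whose counts were summed here to 27587 genes by the gene part of their identifiers and rounded to whole numbers. A read was assigned to 24273 genes in at least one library, and 3314 genes had none. The total per library was 18737837 to 20787603 counts, with a median of 19306864. By group it was 18737837 to 19143217 in Col-0 mature seeds, 18763214 to 19392948 in Col-0 at stage II, 19137440 to 19947136 in Col-0 at stage IV, 19055574 to 19284232 in *ros1-4* mature seeds, 20719027 to 20787603 in *ros1-4* at stage II and 20758231 to 20782494 in *ros1-4* at stage IV. A group in which all libraries had no more than 3 counts of a gene was treated as being at the floor, and the difference from it was given as a lower bound.

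Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 for gene lists and DESeq2 1.42.0 for alternatives. The 3 comparisons between genotypes and the 4 comparisons of a germination stage with mature seeds of the same genotype were each fitted on their own 6 libraries, with TMM normalization, the default filter on low counts (filterByExpr), the two-sided quasi-likelihood test at default settings and Benjamini-Hochberg adjustment over the genes tested, and a gene was called at an adjusted p-value under 0.05. The 2 interactions of genotype and stage were fitted on 12 libraries each. The MethDEGs and the genes with a DMR were taken from Supplementary Table S2, and the number called was compared with 10000 random lists of tested genes matched on mean expression in 20 bins. Each of 6 gene lists written before the counts were read (morning clock, evening clock, ABA and dormancy, GA and germination, DNA methylation genes, and candidate ROS1 targets) was tested at the 3 stages with fry, and with camera at an estimated correlation between genes, adjusted over the 18 tests. Genes called in the same direction at all 3 stages were counted against 10000 permutations of genes within 20 bins of mean expression, and, chosen after seeing the data, against as many in which only mature seeds were permuted. The libraries of a stage were placed on an axis of Col-0 germination that shared no library with them, from 0 for mature Col-0 seeds, and compared by an exact two-sided permutation test, in which 3 libraries against 3 cannot give a p-value under 0.1.

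The genes named in the text followed a rule set before the data were examined: ROS1, the genes the paper names for these samples, the MethDEGs coloured in Fig. 5D, the members of the gene lists, the mitochondrial genes of Supplementary Table S2, the 3 genes with the largest rise and the 3 with the largest fall in each genotype comparison among called genes with a mean of at least 5 CPM and no overlap between the groups, and the 5 genes with the largest difference at all 3 stages. AT1G51430, a called MethDEG that Fig. 5D does not show, was named after its values were seen. Gene names and overlaps between genes came from the RefSeq annotation of the assembly TAIR10.1, which matched 27392 of the 27587 genes. The overlaps and the exonic GC shares rest on its coordinates, and no coordinates are given in the text. The methods do not state that the counting used strand, so genes that overlap another gene on either strand are given as uncertain.

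The alternatives set before the data were examined were DESeq2's size factors in the edgeR fit, library size alone, the DESeq2 Wald test, no filter on low counts, all 18 libraries in one fit, the replicate number as a block, robust estimation, an adjusted p-value under 0.01, an absolute log2 fold change of at least 1, and leaving out each replicate in turn. For the lists and the axis they were random lists that were not matched, camera, a prior count of 0.5 in place of 2, axis genes with an absolute log2 fold change of at least 2, and an axis without the clock genes. Chosen after seeing the data were the removal of trends on gene length and GC content, DESeq2 with shrunken fold changes, counting the mature comparison together with stages II and IV, adjustment over the list of MethDEGs alone, and leaving out replicates for the genes called in all 3 stages, the matched lists and the axis. For each comparison the called genes were also counted for all 10 splits of its libraries, and for 100 splits of each interaction.

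The procedures were tested on simulated data in which 200 genes were changed. The edgeR comparison recovered 95.5% of them (18141 genes tested), and 7.3% of its calls were false. The DESeq2 comparison recovered 89.0% (21590 genes) and the interaction 63.0% (18350 genes). A simulated GC trend gave 1450 called genes before and 207 after its removal (18149 genes). At all 3 stages 182 genes were called in the same direction (17923 genes), counted whether or not they had been simulated as changed. Supplementary Table S1 was held only in part (1997 of 27587 genes), so its calls were not compared with those made here. The bisulfite sequencing of the paper was not analysed here.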

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

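The tests of time of day, of stage and of other splits of the libraries were written before the results were seen, and the tests on ROS1, on abundant genes, on gene length and GC content, on chromosome 2, on the direction in mature seeds of genes called at all stages and on radicle growth were chosen only after the result was seen. Directions between genotypes rest on the labels of the libraries, which ROS1 contradicts at germination if the insertion lowers its transcript.

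The difference between the libraries labelled *ros1-4* and Col-0 changed from mature seeds to stage II for 3784 of 19252 genes (2005 higher at stage II, 1779 lower), and from stage II to stage IV for 668 of 19296 genes (204 higher, 464 lower), by edgeR's interaction test. The directions of the first set depend on the scaling. With library size alone the median over all genes was 0.45, with 7450 higher and 464 lower genes. Of 100 splits of the 12 libraries, 2 gave as many genes for the interaction between mature seeds and stage II, the real one included. The other gave 4002 genes and kept both genotype groups whole at each stage, with their labels exchanged at one of them, so a grouping by chance is argued against. For the interaction between stages II and IV, 7 of 100 splits gave as many genes as the real one. The 6 others kept the genotype groups of stage II whole. In 1 of them the labels of the whole groups were exchanged at one stage (5335 genes), and the others mixed the libraries of stage IV (765 to 1571 genes), while further splits of that kind gave 38 to 416 genes. These splits do not exclude a grouping by chance for the 668 genes, although at stage IV itself the other splits called 0 genes, against 1564. The 668 genes became 109 to 2616 when single libraries were left out, the highest number without Col-0 replicate 3 at stage II.

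For the genotype comparisons themselves, the real split was the 1 of 10 with the most called genes at each stage, and the other 9 called at most 1 gene. The same held for each of the 4 comparisons between germination and mature seeds, where the real split was again the 1 of 10 with the most genes. A share under 0.1 is not possible with 3 libraries against 3, whatever the libraries hold. Without the 100 most abundant genes, which took 54.7% of the counts of mature seeds, 4015 genes were called there (2068 upregulated), against 4141 with them. This count cannot decide whether the abundant genes shift the others, since TMM normalization already trims them from its scaling. With library size alone, 466 genes were upregulated and 7528 downregulated there. With the trend on gene length and GC content removed, 4299 genes were called in mature seeds, 4229 at stage II and 1611 at stage IV, of which 3720, 3931 and 1481 were among those called without the removal. This argues against the trend as the whole cause. A genotype difference that depends on the stage remains as a biological explanation that the design names, next to differences between the seed lots, which the design does not separate from the genotype.

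For ROS1 the genotype difference was larger by 2.58 (log2, standard error 0.10, adjusted p = 1.2e-09 from edgeR's interaction test) at stage II than in mature seeds. With TMM normalization, ROS1 in Col-0 fell by 4.21 on the log2 scale from mature seeds to stage II and by 4.13 to stage IV. In the libraries labelled *ros1-4* it fell by 1.61 and 1.58. The size of these falls depends on the scaling. From mature seeds to stage II, the median over all genes with library size alone was 1.68 in *ros1-4* and 1.14 in Col-0. With TMM these medians were 0.33 and 0.17. The unscaled counts of ROS1 in *ros1-4* were of similar size in mature seeds and at stage II. The values at stage II argue against a difference in library size, since the log2 fold change between the genotypes there was 2.04 to 2.10 over the scalings. They also argue against reads of homologs assigned to ROS1. The summed counts of ROS1, DME, DML2 and DML3 rose by 0.40 (log2, standard error 0.07, adjusted p = 0.00555) at stage II, while DME alone had a mean count of 1656.7 in Col-0 and 1601.7 in *ros1-4*. Labels exchanged between the genotypes at both germination stages cannot be told apart from a true rise. An exchange at stage II or IV alone is argued against. Of the 713 genes called at both stages, 687 (96.4%) changed in the same direction. An exchange in mature seeds alone would leave ROS1 higher at germination. Of the 107 genes called in mature seeds with an absolute log2 fold change of at least 2, 45 were also called at stage II and 28 of these (62.2%) kept their direction, and at stage IV 24 of 40 (60.0%) did. An exchange would turn most of them round and correct labels would keep most of them, and the share lies between these outcomes. A transcript that starts in or beyond the insertion and is counted as ROS1 may also give such values, and was not tested, since the counts do not show where in the gene the reads lie. The paper also describes a positive effect of methylation at nearby transposable elements on ROS1 expression, and hypermethylation in *ros1* mutants. Whether this raised ROS1 here was not tested either.

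Among the MethDEGs, the genotype difference at stage II against mature seeds was larger by 0.85 for DEL2, 4.57 for AT5G40450, 0.61 for IQD22 and 2.01 for AT2G28150, and changed by -1.43 for BRF3, -1.84 for AT2G01275, -0.79 for CFIM-25, -0.37 for AT3G09890 and -0.82 for AT1G51430 (log2, each with an adjusted p-value under 0.05 in edgeR's interaction test). FLC changed by -0.29 (adjusted p = 0.0451). From stage II to stage IV the difference changed by 0.50 for FLC (adjusted p = 0.0465), 1.37 for AT2G01275 and -2.15 for AT2G24600. With library size alone the interaction was 0.12 for FLC (adjusted p = 0.425) and 0.04 for AT3G09890 (adjusted p = 0.867), and no longer passed for BRF3 (-1.01, adjusted p = 0.0691), CFIM-25 (-0.38, adjusted p = 0.156) and AT1G51430 (-0.41, adjusted p = 0.242). The interactions of these 5 genes, and those between stages II and IV of FLC, AT2G01275 and AT2G24600, also lost their call when one of several single libraries was left out, as did that of AT5G40450 without Col-0 mature replicate 1 (3.81, adjusted p = 0.0579). Those of DEL2, IQD22 and AT2G28150, and that of AT2G01275 between mature seeds and stage II, passed the threshold with each library left out and under each scaling. BRF3 and AT5G40450 rest on low counts in at least one group, and FLC, BRF3, AT5G40450, IQD22, AT2G01275 and AT3G09890 overlap other genes. No further explanation was tested for these genes.

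The clock genes, which the paper does not discuss, stood out at germination. The 8 morning genes had a median log2 fold change of -3.43 at stage II, with all 8 lower in the libraries labelled *ros1-4* (fry, adjusted p = 3.9e-04), and of -1.90 at stage IV, again with all 8 lower (adjusted p = 0.0055). The 9 evening genes had a median of 1.21 at stage II, with 7 higher (adjusted p = 0.00451), and of 1.18 at stage IV, with 9 higher (adjusted p = 0.0127). In mature seeds the medians were -0.07 (adjusted p = 0.24) and 0.01 (adjusted p = 0.234). With camera the morning genes passed at both stages (adjusted p = 0.00891 and 0.0435) and the evening genes at neither (0.109 at both). From mature seeds to stage II the genotype difference changed by -5.60 for LHY, -5.33 for CCA1, 2.16 for ELF4 and 1.33 for TOC1, and from stage II to stage IV by 2.61 for CCA1 (log2, edgeR's interaction test). The last lost its call with robust estimation (adjusted p = 0.0814) and without one of several single libraries (up to 0.0943). Whether a stage of *ros1-4* ahead of Col-0 gives the clock values at stage II was not decided. There, 5 of 17 clock genes differed in the direction of the change from mature Col-0 seeds to stage II. An advance beyond stage II would follow the change from stage II to stage IV, and that direction was not compared at stage II. The mean positions on the axis differed by 0.013 (exact permutation p = 0.6), and by 0.031 without Col-0 replicate 3 (p = 0.1, the smallest possible). At stage IV the libraries labelled *ros1-4* lay behind Col-0 by a difference of -0.036 (pooled SD 0.013, n = 3 and 3; exact permutation p = 0.1, the smallest possible), with no overlap between the genotypes under any alternative or with any library left out. Of the 17 clock genes 7 changed as a delay would give, among them 1 of the 8 morning genes, so that a delay remains open as a part of the clock difference there. Harvest at another time of day is a candidate explanation. The median of the evening genes minus that of the morning genes was 4.64 at stage II, 3.08 at stage IV and 0.09 in dry mature seeds, and an opposite change of both groups that is absent from dry seeds is what this explanation needs. The times of harvest are not given in the paper or the labels. A change of the clock in *ros1-4* remains open as a biological explanation that was not tested.

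The ABA and dormancy genes had a median log2 fold change of 0.45 in mature seeds, with 9 of 11 higher in *ros1-4* (fry, adjusted p = 0.00364), and the GA and germination genes one of -1.15 there, with 0 of 4 tested genes higher (adjusted p = 0.0055). At stage IV the GA and germination genes had a median of 0.34, with 7 of 8 higher (adjusted p = 0.00757). None of these 3 passed with camera (adjusted p = 0.109 in each). The shift of -0.34 under library size alone in mature seeds is nearly as large as the median of the ABA and dormancy genes. No technical explanation was tested for these lists, and the genotype remains open as a biological one.

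Both candidate ROS1 targets were lower in the libraries labelled *ros1-4*. EPF2 (AT1G34245) was at least 24.3-fold lower at stage II and at least 23-fold lower at stage IV, and had no more than 3 counts in every mature library. AT4G18650 had a log2 fold change of -3.07 in mature seeds (standard error 0.13, adjusted p = 5.0e-10 from edgeR's test) and was at least 12-fold lower at stage II. As a list these 2 genes had adjusted p-values of 3.9e-04, 0.00109 and 0.00142 with fry and of 0.0177, 0.0538 and 0.0384 with camera, but only 1 gene was tested in mature seeds (AT4G18650) and at stage IV (EPF2), so that those values are tests of single genes. AT4G18650 was lower at both stages under the labels as given. One gene does not decide between the labels and their exchange, which 62.2% of the strongly changed genes leave open. No explanation of these values was tested beyond that.

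In the same direction at all 3 stages, 104 genes were called, 52 upregulated and 52 downregulated, out of 216 called at all 3 stages and 14635 tested. Permutations of genes at each stage gave a median of 18 and at most 36 (p = 0.0001, the smallest that 10000 permutations can give), but they also break the sharing between stages II and IV, which alone raises the number. With stages II and IV kept together and only mature seeds permuted, the median was 76 and the highest number 106 (permutation p = 0.0004). Of the 209 genes called at all 3 stages and in the same direction at stages II and IV, 104 had the same direction in mature seeds and 105 the opposite one, so that the number of 104 does not speak for a direction kept from mature seeds on. The 5 with the largest difference at every stage were AT2G05330 (at least 5.67-fold, 21.9-fold and 11-fold lower in mature seeds and at stages II and IV), AT5G33390 (at least 11.3-fold, 19.3-fold and 16.9-fold lower), AT1G75945 (5.64 on the log2 scale in mature seeds and at least 46.5-fold and 32.4-fold higher after that), AT2G13547 (-3.39 on the log2 scale, at least 6.74-fold lower, and -2.30) and AT3G58060 (-2.64, -2.03 and -1.99 on the log2 scale). At stage IV the call of AT3G58060 was lost without Col-0 replicate 2 (adjusted p = 0.0516) or *ros1-4* replicate 2 (0.0657), and that of AT2G13547 without these (0.1 and 0.112) or *ros1-4* replicate 3 (0.0725). Genes linked to the insertion are argued against as the whole source, since 18 of the 104 (17.3%) lie on chromosome 2, against 14.7% of the genes tested (Fisher's exact test, one-sided, p = 0.267). Labels exchanged in mature seeds alone or at both germination stages would turn these genes round, and were not excluded (62.2%, above). For single genes among them, a lasting difference between the genotypes or between the seed lots remains open, untested.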

How the results depend on the processing

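The alternatives were set before the data were examined, apart from those that the summary of processing names as chosen after seeing the data. The cause of the changes listed here was not tested, except where a stricter threshold or fewer libraries account for a lower number by construction.

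In mature seeds the 4141 called genes became 7994 with library size alone (466 upregulated, 7528 downregulated; 2472 of the 4141 were called in the same direction and 0 in the opposite one). A stricter adjusted p-value of 0.01 gave 2472, an absolute log2 fold change of at least 1 gave 567, and leaving out one replicate gave 2961 to 4353. At stage II the 4182 genes became 1861 at 0.01 and 1116 with the fold change limit, and 2150 (without *ros1-4* replicate 3) to 6934 (without Col-0 replicate 3) with one library left out. At stage IV the 1564 genes became 2652 with all 18 libraries in one fit (1416 shared), 256 at 0.01, 463 with the fold change limit, and 291 (without *ros1-4* replicate 2) to 1646 with one library left out. The DESeq2 Wald test called 3259, 3552 and 1485 of the genes called in mature seeds and at stages II and IV, in the same direction, and 0 in the opposite one.

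The interaction between mature seeds and stage II (3784 genes) gave 7914 with library size alone, 1995 at 0.01, 1191 with the fold change limit and 2943 to 4618 with one library left out. DESeq2's size factors gave 1712 higher and 2247 lower genes there, against 2005 and 1779. The interaction between stages II and IV (668 genes) gave 1309 with the DESeq2 Wald test, 48 at 0.01, 385 with the fold change limit and 109 to 2616 with one library left out, the highest without Col-0 replicate 3 at stage II.

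The comparisons of germination with mature seeds kept their number of called genes within 1.5-fold under each alternative, with 16591 to 16992 genes in *ros1-4* at stage II, 16823 to 17106 at stage IV, 16069 to 16470 in Col-0 at stage II and 16986 to 17376 at stage IV when one library was left out. Their directions depended on the scaling. With library size alone the median log2 fold change in *ros1-4* was 1.68 at both stages, with 13900 genes upregulated and 3516 downregulated at stage II (9475 and 7400 with TMM) and 13893 and 3575 at stage IV (9730 and 7377 with TMM). In Col-0 it was 1.14 at stage II, with 12157 and 4316, and 1.24 at stage IV, with 12608 and 4630.

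The 33 MethDEGs called in *ros1-4* germination stayed between 32 and 33 with one library left out. Between the genotypes at stage II or IV, the 6 MethDEGs became 3 at 0.01, 3 with the fold change limit, and 4 to 10 with one library left out, the highest without Col-0 replicate 3 at stage II. With the mature comparison included, chosen after seeing the data, 14 were called, and 12 with the DESeq2 Wald test. In mature seeds the 8 MethDEGs became 13 with library size alone, 2 with the fold change limit and 5 to 9 with one library left out. Their percentile among matched lists fell from 53.8 to 38.4 with lists that were not matched, although the median of those lists was 8 called genes as well. With one library left out it lay between 37.3 and 75.1, with 38.9, 46.0 and 49.3 among the lower values. Lists with an equal number are not counted in these percentiles, so a low one need not mean fewer called genes than in the median list. The percentiles of the germination lists stayed between 56.5 and 82.0 in *ros1-4*, and that of the genotype comparison between 9.8 and 39.2.

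Of the 18 tests of gene lists, 11 passed with fry, 4 with camera and 11 to 13 with one library left out. The list of candidate ROS1 targets had 1 tested gene in mature seeds and at stage IV, and these 2 tests are among the 4 that passed with camera. The 104 genes called in the same direction at all 3 stages became 11 with the fold change limit and 25 to 119 with one library left out. The difference of 0.013 on the germination axis at stage II was 0.014 with a prior count of 0.5, 0.022 with strongly changed genes, 0.013 without the clock genes and -0.001 without Col-0 replicate 2, and lay up to 0.031 with other libraries left out. That of -0.036 at stage IV was -0.035, -0.035 and -0.036 under these alternatives and -0.043 to -0.029 with one library left out.

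Several single values reversed. For ELF7 the log2 fold change in mature seeds was -0.03 and the interaction was 0.15 with library size alone. The same scaling gave an interaction between mature seeds and stage II of 0.12 for FLC and 0.04 for AT3G09890, and a log2 fold change in mature seeds of -0.14 for ATMG00670. ATMG00630 lay between -0.21 and 0.16 in mature seeds with one library left out, and was above 0 without Col-0 replicate 1 (0.16) or *ros1-4* replicate 2 (0.15). FLC at stage IV had -0.00 without Col-0 replicate 2 and -0.01 without *ros1-4* replicate 3. The direction of the DNA methylation genes at stage II reversed without Col-0 replicate 1 (fry, adjusted p = 0.742), Col-0 replicate 2 (0.943) or *ros1-4* replicate 3 (0.916). Of 1858 values of single genes and lists under an alternative, 1609 kept their direction and their side of the threshold, 214 were weaker, 23 stronger and 12 reversed.

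The replicate numbers did not pair the libraries. The correlation of the deviations of libraries with the same number lay between -0.13 and 0.14, and it was over 0.1 for 1 pair of the genotype comparison at stage IV and for no other pair. With the replicate block, 3591 genes were called in mature seeds, 3082 at stage II and 701 at stage IV (659 shared with the 1564). The interactions gave 2971 and 85 genes, the MethDEG comparisons 33, 4 and 8 genes, and 11 of the gene list tests passed. Between the genotypes AT3G49140 at stage II (adjusted p = 0.0824) and AT2G24600 (0.0545) and DEL2 (0.0525) at stage IV were not called with the block, which left 3 upregulated MethDEGs and 1 downregulated one.

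The depth limits what can be said of BRF3 at germination, which was below edgeR's filter on low counts and had standard errors of 0.68 and 0.93 with the DESeq2 Wald test, and of the genes at the floor of 3 counts, for which only bounds are given.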

Differences from the paper's values

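The paper reports that 14 MethDEGs were differentially expressed between *ros1-4* and Col-0 at stage II or IV, against 6 here. The legend of its Fig. 5D names dry seeds next to the germination stages, so the paper's numbers may include mature seeds and rest on other comparisons. Of the alternatives set before the data were examined, leaving out Col-0 replicate 3 at stage II (10 genes) brought the number within 1.5-fold of the paper's, and the others did not. With the mature comparison included, an alternative chosen after seeing the values, 14 genes were called with edgeR and 12 with the DESeq2 Wald test.

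The paper's 8 upregulated MethDEGs compare with 3 here, and none of the alternatives set before the data were examined closed the gap. With the mature comparison included, chosen after seeing the values, 8 were upregulated with edgeR and 7 with DESeq2. The paper's 6 downregulated MethDEGs compare with 3 here. Without Col-0 replicate 3 at stage II 7 were downregulated, and no other alternative set before the data were examined closed the gap. Among the alternatives chosen after seeing the values, 4 were downregulated with the trend on gene length and GC content removed, and 6 with edgeR and 5 with DESeq2 when the mature comparison was included.

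For LHY at stage II the paper's log2 fold change is -6.00 and the value here -6.32, and at stage IV the paper's is -1.73 and the value here -4.34. Of the alternatives set before the data were examined, leaving out *ros1-4* replicate 3 brought LHY at stage II to -6.14, within the standard error of 0.17 from the paper's value, and no other closed either gap. With DESeq2's shrunken fold changes, chosen after seeing the values, LHY had -5.93 at stage II and -1.70 at stage IV. In mature seeds the paper's -0.44 compares with -0.73 here, -0.44 without *ros1-4* replicate 2 and -0.47 with the shrunken fold changes.

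The paper states that ELF7 and BRF3 were upregulated in *ros1-4* during germination. Here ELF7 had log2 fold changes of 0.05 at stage II and 0.15 at stage IV (adjusted p = 0.576 and 0.297 from edgeR's quasi-likelihood test), and BRF3 was below edgeR's filter on low counts at both stages and was not called by the DESeq2 Wald test (0.04 with standard error 0.68 and adjusted p = 0.982 at stage II, 0.36 with standard error 0.93 and adjusted p = 0.895 at stage IV). Both were called in mature seeds, with 0.30 and 1.45. Of the 14 genes coloured in Fig. 5D, 6 were called here at stage II or IV and 13 when mature seeds were included (12 with the DESeq2 Wald test), both counted after seeing the values.

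The remaining gene of Fig. 5D, AT1G09980, had a log2 fold change of 0.24 at stage II (adjusted p = 0.0509 from edgeR's test). It was called there with library size alone (0.30, adjusted p = 0.0279), with robust estimation (adjusted p = 0.047), without Col-0 replicate 1 (0.30, adjusted p = 0.0308) and, in an alternative chosen after seeing the values, with the trend on gene length and GC content removed (0.21, adjusted p = 0.0456). In the part of Supplementary Table S1 held here, the paper's adjusted p-values of AT1G09980 are 0.982 in mature seeds, 0.0955 at stage II and 0.988 at stage IV. VAP27-2 (AT1G08820), which Fig. 5D gives as downregulated, was called here in mature seeds and, at germination, at stage II without Col-0 replicate 3. The paper's adjusted p-values for it are 0.0149 in mature seeds, 0.588 at stage II and 0.87 at stage IV.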

Other observations

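The tests on radicle growth in this part were chosen only after the result was seen.

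Among the genes at least 2-fold higher in the libraries labelled *ros1-4* at stage II were genes of cell wall growth such as XTH14, EXT13 and XTH12, and radicles of *ros1-4* that were further advanced at stage II were examined as a hypothesis. Of the 763 higher genes, 547 (71.7%) went on rising from stage II to stage IV in *ros1-4*, against 47.0% of all 18421 genes tested. Random lists matched on mean expression had a median of 379 rising genes, with 405 as the upper bound of most lists (permutation p = 0.0001, the smallest that 10000 lists can give), and 435 of the 763 genes were called as rising by edgeR's test. More advanced radicles may account for part of the higher genes. Of the 303 lower genes tested, however, only 25.1% fell from stage II to IV, against 53.0% of all genes, which is the opposite of what an advance would give for them. The libraries of *ros1-4* at stage II enter both comparisons. An advance of the whole seedling remains open. The lowest *ros1-4* library lay 0.028 below the highest Col-0 library on the germination axis (a gap of -0.028), with means of 0.885 ± 0.004 (SD, n = 3) and 0.872 ± 0.032 (SD, n = 3). This rests on 1 library, since without Col-0 replicate 3 the *ros1-4* libraries all lay above Col-0, by 0.031 on average. At stage IV the means were 1.021 ± 0.014 (SD, n = 3) in *ros1-4* and 1.058 ± 0.012 (SD, n = 3) in Col-0.

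Genes with a DMR in Supplementary Table S2 number 91, of which 80 are in the table of counts. Called were 60 of 64 tested genes in *ros1-4* germination (percentile 48.0 among matched random lists), 58 of 63 in Col-0 germination (19.2), 13 of 59 between the genotypes at stage II or IV (18.4) and 17 of 59 between the genotypes in mature seeds (64.6).

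FLC, which the paper relates to ELF7, had a log2 fold change between the genotypes of -0.18 in mature seeds (standard error 0.08, adjusted p = 0.0852 from edgeR's quasi-likelihood test), -0.46 at stage II (standard error 0.07, adjusted p = 0.00265) and 0.06 at stage IV (standard error 0.11, adjusted p = 0.74). In mature seeds it was called with library size alone (-0.52, adjusted p = 1.3e-04) and with the trend on gene length and GC content removed (-0.22, adjusted p = 0.0266). It overlaps AT5G01675 on the opposite strand. The DNA methylation genes that the paper names had medians of -0.15 in mature seeds (fry, adjusted p = 0.00109; camera, 0.218), -0.06 at stage II (fry, 0.801, and 0.0139 without Col-0 replicate 3) and 0.08 at stage IV (fry, 0.125). The ABA and dormancy genes had -0.60 at stage II (fry, 0.277, and 0.0116 without Col-0 replicate 3) and 0.61 at stage IV (fry, 0.0694), and the GA and germination genes -0.09 at stage II (fry, 0.151).

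Of the mitochondrial genes in Supplementary Table S2, ATMG00670, ATMG01170 and ATMG00630 are in the table of counts and were not called between the genotypes with TMM normalization, with log2 fold changes in mature seeds of 0.20, -0.21 and -0.04 (adjusted p = 0.141, 0.324 and 0.934 from edgeR's test). ATMG00670 was called without *ros1-4* mature replicate 2 (0.27, adjusted p = 0.0412) and had -0.14 with library size alone, with which ATMG01170 was called (-0.55, adjusted p = 0.0047). ATMG01390 and ATMG01140 are not in the table.

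Mature seeds and stage IV had 412 called genes in common between the genotypes, of which 203 (49.3%) changed in the same direction. Across genes, which are not independent replicates, the correlation of the log2 fold changes was 0.11 between mature seeds and stage II, 0.14 between mature seeds and stage IV, and 0.53 between stages II and IV.

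The other genes with the largest differences were AT1G26400 (-4.28) and AT2G19320 (-3.98) among those lower and OPR1 (2.78) and ELIP1 (2.53) among those higher in *ros1-4* mature seeds. ELIP1 had -2.30 at stage II and -1.55 at stage IV, where its call was lost with robust estimation (adjusted p = 0.0899) and without any one *ros1-4* replicate (0.069 to 0.0946). At stage II CCA1 was lower (-5.46, adjusted p = 3.1e-05 from edgeR's test). At stage IV PRP2 (-3.77) and UGT78D1 (-3.66) were lower, and GRP3S (2.83) and ELF4 (2.57, adjusted p = 0.0399) were higher. The call of GRP3S was lost with robust estimation (adjusted p = 0.102) and without Col-0 replicate 2 or any one *ros1-4* replicate (0.0648 to 0.0953), and that of ELF4 with robust estimation (adjusted p = 0.133) and without any one of Col-0 replicates 1 and 2 or the 3 *ros1-4* replicates (0.0641 to 0.117). Replicates were not duplicates of each other, since the chi-square of their counts per degree of freedom lay between 2.52 and 18.46.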
